# Identification of microRNA biomarker candidates in urine and plasma from rats with kidney or liver damage

**DOI:** 10.1002/jat.3358

**Published:** 2016-07-11

**Authors:** Francis S. Wolenski, Pooja Shah, Tomoya Sano, Tadahiro Shinozawa, Hugues Bernard, Matt J. Gallacher, Shylah D. Wyllie, Georgianna Varrone, Lisa A. Cicia, Mary E. Carsillo, Craig D. Fisher, Sean E. Ottinger, Erik Koenig, Patrick J. Kirby

**Keywords:** microRNA, miR‐seq, biomarker, hepatotoxicity, nephrotoxicity, bioinformatics

## Abstract

MicroRNAs (miRNA) are short single‐stranded RNA sequences that have a role in the post‐transcriptional regulation of genes. The identification of tissue specific or enriched miRNAs has great potential as novel safety biomarkers. One longstanding goal is to associate the increase of miRNA in biofluids (e.g., plasma and urine) with tissue‐specific damage. Next‐generation sequencing (miR‐seq) was used to analyze changes in miRNA profiles of tissue, plasma and urine samples of rats treated with either a nephrotoxicant (cisplatin) or one of two hepatotoxicants (acetaminophen [APAP] or carbon tetrachloride [CCL_4_]). Analyses with traditional serum chemistry and histopathology confirmed that toxicant‐induced organ damage was specific. In animals treated with cisplatin, levels of five miRNAs were significantly altered in the kidney, 14 in plasma and six in urine. In APAP‐treated animals, five miRNAs were altered in the liver, 74 in plasma and six in urine; for CCL_4_ the changes were five, 20 and 6, respectively. Cisplatin treatment caused an elevation of miR‐378a in the urine, confirming the findings of other similar studies. There were 17 in common miRNAs elevated in the plasma after treatment with either APAP or CCL_4_. Four of these (miR‐122, −802, −31a and −365) are known to be enriched in the livers of rats. Interestingly, the increase of serum miR‐802 in both hepatotoxicant treatments was comparable to that of the well‐known liver damage marker miR‐122. Taken together, comparative analysis of urine and plasma miRNAs demonstrated their utility as biomarkers of organ injury. Copyright © 2016 The Authors. *Journal of Applied Toxicology* published by John Wiley & Sons Ltd.

## Abstract 2

MicroRNAs (miRNA) have great potential as novel safety biomarkers. Next‐generation sequencing was used to analyze changes in miRNA profiles of tissue, plasma and urine samples of rats treated with either a nephrotoxicant (cisplatin) or one of two hepatotoxicants (acetaminophen or carbon tetrachloride). Cisplatin treatment caused an elevation of miR‐378a in the urine, confirming the findings of other similar studies. Treatment with either acetaminophen or carbon tetrachloride caused a serum elevation of four liver‐enriched miRNAs (miR‐122, −802, −31a and −365).

## Introduction

Biomarkers are critical for the pre‐clinical assessment of drug toxicity and provide information about which tissues are affected, the extent of damage, and provide a convenient way to monitor the injury as it increases in severity or recovers. Recent attention has focused on the use of microRNA (miRNA) as a novel class of predictive safety biomarkers (Ozer *et al.*, 2008). miRNAs are short 21–25 nucleotide RNAs that regulate the expression and function of much of the genome (He & Hannon, 2004). Certain miRNAs are highly enriched in one tissue (Etheridge *et al.*, 2011) and can be readily detected in biofluids after injury (Blondal *et al.*, 2013). In humans, urinary miRNA has been assessed in patients with kidney damage (Konta *et al.*, 2014; Maluf *et al.*, 2014). One example of an established predictive miRNA biomarker is miR‐122, which has been used to assess hepatotoxicity in rodents (Wang *et al.*, 2009), dogs (Harrill *et al.*, 2014; Koenig *et al.*, 2016) and humans (Starkey Lewis *et al.*, 2011).

The Sprague–Dawley strain of rat is an important non‐clinical species that is routinely used in toxicological evaluations of compounds. Whole body miRNA atlases rats were compiled using either a miRNA microarray platform (Minami *et al.*, 2014) or more recently a next‐generation sequencing (miR‐seq) approach (Smith *et al.*, 2016). Both technologies have their advantages/disadvantages that are extensively described elsewhere (Git *et al.*, 2010; Hurd & Nelson, 2009; Kelly *et al.*, 2013). However, one key limitation with arrays is that they are limited to preselected miRNAs, which can hamper the identification of novel miRNAs (Yang *et al.*, 2012). A direct comparison of both technologies in a rodent toxicity model concluded that miR‐seq had superior specificity and detected more miRNA isoforms than the array approach (Nassirpour *et al.*, 2014). Thus, miR‐seq appears to be the more robust platform for the detection of novel miRNA biomarkers.

The goal of this study was to dose rats with toxicants that caused nephrotoxicity or hepatotoxicity, and then identify changes within the miRNA expression profiles in urine, plasma and tissue. Kidney damage was caused by cisplatin, a chemotherapeutic, and liver damage was induced by either an over‐the‐counter pain reliever acetaminophen (APAP) or the industrial solvent carbon tetrachloride (CCL_4_). Single doses of these three classical toxicants were previously shown in rats to cause organ‐specific damage (Kanki *et al.*, 2014; Yang *et al*., 2012). Here, animals received a single acute dose of vehicle or one of the three agents, and samples were collected at time points when organ injury was the most extensive. Serum chemistry and microscopic analysis were used to determine the extent of tissue damage. The time‐matched miRNA expression profile of all samples was then determined using miR‐seq urine, plasma and tissue.

## Materials and methods

### Animals

Eight‐week‐old male Sprague–Dawley rats were purchased from Charles River Laboratories and acclimated to their surroundings for 5 days. The environmental conditions of the animal facility were: a 12: 12 h light/dark cycle; a temperature of 18–29 °C; a relative humidity of 50 ± 20%; and ventilation changes of ≥10 per hour. Animals were supplied with an autoclaved pellet diet (Lab Diet® no. 5002; PMI Nutrition International LLC, St. Louis, MO, USA) and *ad libitum* with reverse osmosis‐filtered water. Animals were randomly assigned to groups by a weight‐ordered distribution before dosing and individually housed in wire‐bottom stainless steel suspended caging. All animal experiments for this study were conducted in accordance with Millennium Pharmaceutical's Institutional Animal Care and Use Committee Guidelines.

### Dosing

Eight rats each received one of the following: (1) 5 ml intravenous administration of 2 or 5 mg kg^−1^ cisplatin or vehicle (0.9% sterile saline); (2) 10 ml oral gavage of 400 or 1250 mg kg^−1^ APAP or vehicle (0.5% methylcellulose); or (3) 10 ml oral gavage of 250 or 1500 mg kg^−1^ CCL_4_ or vehicle (corn oil). Cisplatin was purchased from Teva Pharmaceuticals (Cambridge, MA, USA) while both APAP and CCL_4_ were purchased from Sigma‐Aldrich (St. Louis, MO, USA). Four animals from each group were euthanized 24 h post‐dose and the remaining four animals were euthanized at 72 h post‐dose. Animals first received intramuscular injection of an anesthetic cocktail (75 mg kg^−1^ ketamine HCl, 2.5 mg kg^−1^ xylazine and 2.5 mg kg^−1^ acepromazine) and exsanguinations were performed in accordance with accepted American Veterinary Medical Association guidelines.

### Biological sample collection

The day before scheduled death, rats were transferred to metabolic cages designed for urine collection. Animals were fasted overnight but had access to water. Urine was collected at approximately 24 (*n* = 8) and 72 (*n* = 4) h post‐dose in individual bottles on wet ice that were underneath cages. Urine was centrifuged (1000 *g* for 1 min at 4 °C) to remove debris, aliquoted and stored at ≤ − 70 °C. Urine creatinine was measured with a Beckman Coulter AU680 Chemistry System (Danvers, MA, USA) by Idexx Laboratories (Grafton, MA, USA), and urinary KIM‐1 was quantified with the Kidney Injury Panel 1 (rat) Kit (Meso Scale Diagnostics, Rockville, MD, USA) using a Meso Scale Discovery Sector Imager 2400 following manufacturer's instructions. Raw KIM‐1 values were then normalized to urine creatinine.

Whole blood was collected and processed into both serum and plasma from either the lateral tail vein (non‐terminal) or vena cava (terminal). To obtain serum, blood was collected into tubes containing no anticoagulant, allowed to clot and centrifuged at 4 °C. For plasma, blood was collected into tubes containing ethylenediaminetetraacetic acid and centrifuged at 4 °C. Serum was analyzed with a Beckman Coulter AU680 by Idexx Laboratories for serum chemistry markers of kidney damage (blood urea nitrogen and serum creatinine) or liver damage (alanine transaminase [ALT] and aspartate transaminase [AST]).

Kidney and liver samples were collected at necropsy at 24 and 72 h post‐dose and rinsed in sterile saline. For miRNA analysis, tissues were snap frozen in liquid nitrogen and stored at ≤ − 70 °C. For microscopic evaluation, tissues were fixed in 10% neutral buffered formalin, embedded in paraffin, sectioned at 4–6 μm, mounted on glass slides, stained with hematoxylin and eosin and analyzed by a qualified veterinary pathologist. Microscopic findings were reported in concordance with the standardized nomenclature for classifying lesions within the kidney (Frazier *et al.*, 2012) and liver (Thoolen *et al.*, 2010) of rats.

### RNA isolation and miRNA analysis

Total RNA was isolated from 200 μl plasma or urine by Asuragen (Austin, TX, USA) following a proprietary small‐scale biofluid RNA isolation procedure. Samples were eluted in 20 μl of water to 10 urine equivalents or plasma equivalents per μl. The quality of miRNAs was determined by a proprietary quantitative reverse transcription–polymerase chain reaction (PCR) panel of three miRNAs. Normalization between samples was done using U6 spliceosomal RNA as a housekeeping control. The relative abundance of miRNAs in relation to U6 spliceosomal RNA was calculated using the dCt method (Vandesompele *et al*., 2002).

Isolation of miRNA from 50 μm tissue samples used a lysis buffer (RLT [Qiagen, Hilden, Germany] + 1% β mercaptoethanol) and a rotor‐stator homogenizer. RNA was extracted from tissue homogenate with KingFisher Pure RNA Tissue Kit (Thermo Scientific, Cambridge, MA, USA). Briefly, tissue homogenates were combined with magnetic beads and ethanol, and loaded on to a KingFisher Magnetic Particle Processor (Thermo Scientific). Samples were DNase‐treated, washed and eluted in RNase‐free water. RNA samples were only used in subsequent analysis if they had both a 260: 280 measurement >1.6 and a RNA integrity number > 6.0, as measured by a Caliper LabChip GX (Perkin‐Elmer, Waltham, MA, USA).

Samples from three animals within each treatment were analyzed for changes in miRNA levels using miR‐seq. A TruSeq Small RNA Library Kit (Illumina, San Diego, CA, USA) was used for library construction of rat miRNA. Sequencing was performed on the GAIIx (Illumina) at 36 base pair read length and targeting 12 million reads per sample. Adaptor sequences were clipped and OSA v4 (http://omicsoft.com/osa) was used to align the reads to the rat genome (Rnor_5.0) and to MiRBase (v.21) (Kozomara & Griffiths‐Jones, 2014) allowing for two mismatches and excluding any reads that aligned to >10 genomic locations. Expression levels were quantified by counting the number of reads aligned to mature miRNA region. Differential miRNA analysis was calculated using the DESeq2 generalized linear model (Love *et al.*, 2014). This algorithm was designed for high‐throughput sequencing data that determined fold‐change and statistical significance with a Wald test based on a negative binomial distribution of read counts. Comprehensive data files used for the miR‐seq analysis were uploaded to the Gene Expression Omnibus database (accession number GSE79017). A total of 832 different miRNAs were detected by miR‐seq across all samples.

## Results

### Cisplatin caused kidney damage 72 h post‐dose while both acetaminophen and carbon tetrachloride damaged livers at 24 h post‐dose

An analysis of serum chemistry and evaluation of microscopic damage was necessary to understand how the various agents damaged tissues. Briefly, eight Sprague–Dawley rats received a single administration of one of three vehicles, cisplatin, APAP or CCL_4_. Four animals within each group were euthanized at 24 h post‐dose, while the remaining four were euthanized at 72 h post‐dose. A breakdown of the sample collection and analysis scheme is presented in Fig. 1. Traditional serum chemistry and histopathology were initially used to define the severity and specificity of organ injury. Upon completion of this analysis and identification of the dose and time point that corresponded to maximal damage, frozen plasma aliquots were analyzed by miR‐seq.

**Figure 1:**
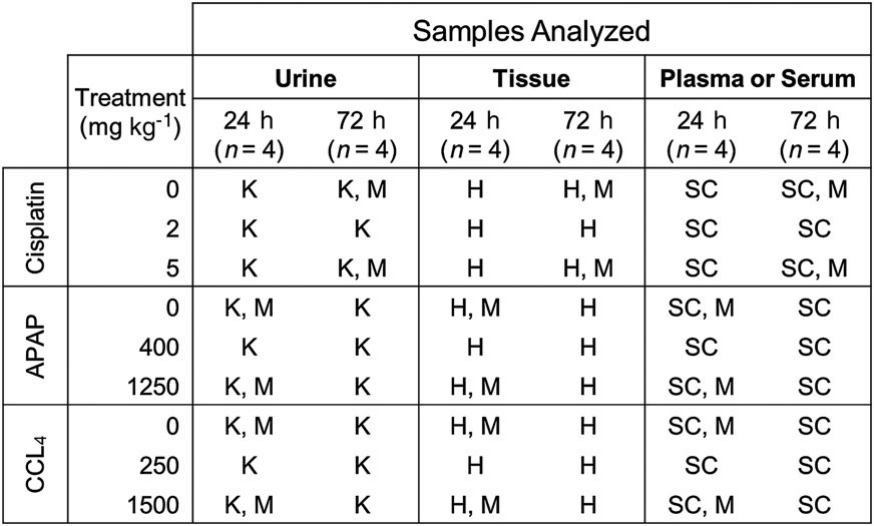
Scheme for sample collection. Urine, tissue, plasma and serum were collected from rats dosed with vehicle or toxicants at the indicated time points. The following assays were performed: K, KIM‐1 urinary analysis; H, histopathology; M, miR‐seq; SC, serum chemistry. APAP, acetaminophen; CCL_4_, carbon tetrachloride.

Animals were dosed with either 2 or 5 mg kg^−1^ cisplatin and the kidney effects were evaluated. These doses were selected based on results from a previous rat miRNA study that used single doses of cisplatin (Kanki *et al*., 2014). The 5 mg kg^−1^ cisplatin dose, but not 2 mg kg^−1^, caused a significant elevation in serum blood urea nitrogen (Fig. 2A) and creatinine (Fig. 2B) that was highest at 72 h post‐dose. Urinary KIM‐1 is a protein marker of kidney damage (Han *et al.*, 2002). Levels of KIM‐1, normalized against urinary creatinine, were highest 72 h after the 5 mg kg^−1^ cisplatin dose (Fig. 2C). Representative histological images of 72 h post‐dose control and cisplatin‐treated kidney tissues illustrate renal tubule necrosis of the outer medulla (Fig. 2D). The incidence and severity of kidney findings are presented in Fig. 2(E). Damage was primarily observed in the 72 h post‐dose cohort. The 5 mg kg^−1^ cisplatin group had the greatest level of necrosis of the outer medulla of the renal tubule and of the macula densa. Vehicles did not cause any damage and neither dose of cisplatin resulted in liver damage (Supplementary Fig.S1.

**Figure 2:**
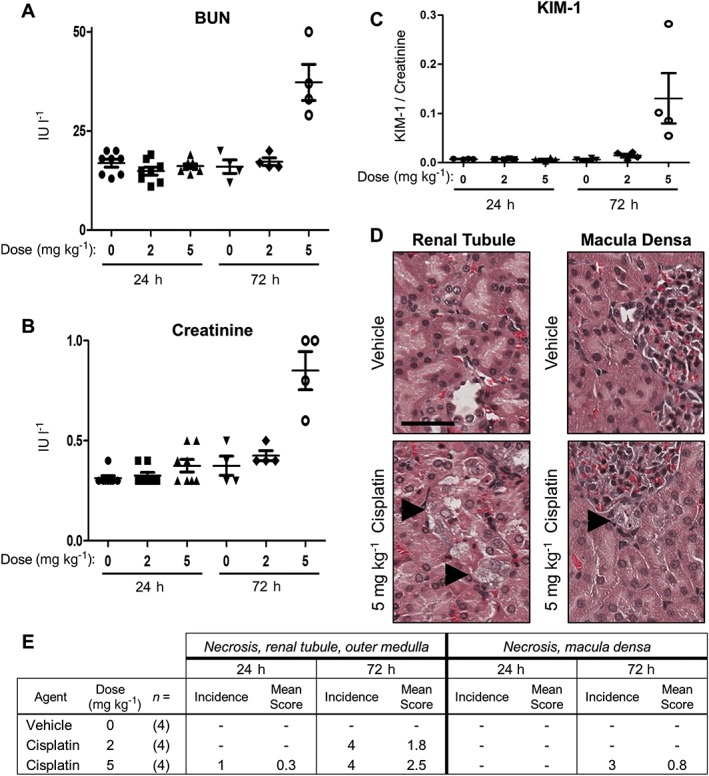
Cisplatin caused maximal kidney damage at 72 h post‐dose. Rats received vehicle, 2 or 5 mg kg^−1^ cisplatin and were assessed for kidney damage at 24 and 72 h post‐dose. (A) Serum BUN. (B) Serum creatinine. (C) Urinary KIM‐1 (ng ml^−1^) was normalized to urinary creatinine. (D) Representative histological images of control and treated kidney renal tubule (left) and macula densa (right) sections. Black arrowheads indicate necrosis, and the black bar is 50 μm. (E) Incidence and severity of kidney microscopic findings. Findings were graded on a scale of 0 (absent), 1 (minimal), 2 (mild), 3 (moderate), or 4 (marked). BUN, blood urea nitrogen.

To induce hepatotoxicity, animals received either 400 or 1250 mg kg^−1^ APAP, or 250 or 1500 mg kg^−1^ CCL_4_. The doses were selected based results from a previous rat miRNA study that used single doses of these compounds (Yang *et al*., 2012). The liver effects were assessed by serum chemistry and histopathology at 24 and 72 h post‐dose. In 1250 mg kg^−1^ APAP‐dosed animals, serum levels of the liver damage markers ALT and AST were respectively greater at 24 h (252 and 902 IU l^−1^) compared to 72 h post‐dose (38 and 175 IU l^−1^) (Fig. 3A,B). Levels of ALT (71 and 89 IU l^−1^) and AST (208 and 288 IU l^−1^) were similar at the 24 and 72 h, respectively, in animals dosed with 1600 mg kg^−1^ CCL_4_ (Fig. 3A,B). Representative histological images of livers from vehicle or either treatment illustrate necrosis (Fig. 3C; black arrowheads) and vacuolization (CCL_4_ only; white arrowheads) proximal to the central vein. These findings indicate that damage caused by both APAP and CCL_4_ was more severe at 24 h than at 72 h, where it appeared to be resolving (Fig. 3D). The lower doses of APAP and CCL_4_ were not further evaluated. Vehicles did not cause any damage and there were no test article‐related kidney findings (Supplementary Fig.S1).

**Figure 3:**
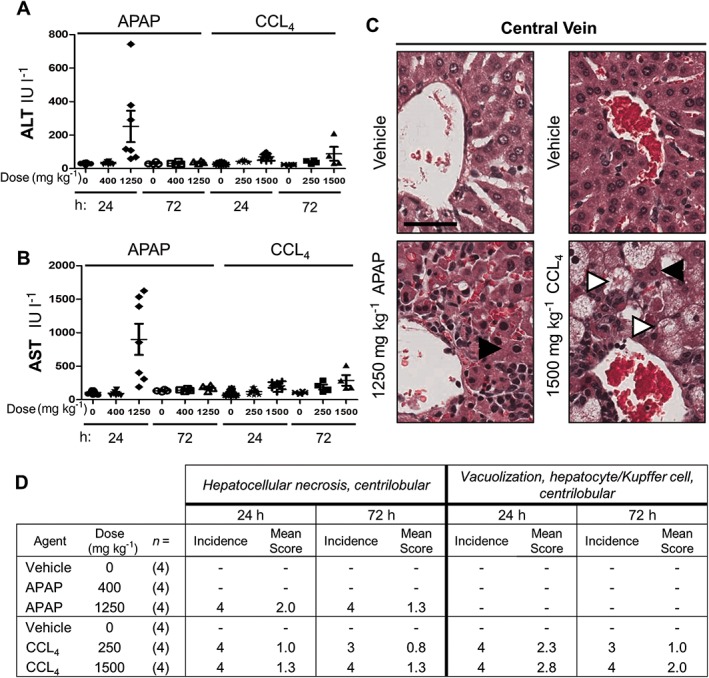
APAP and CCL_4_ caused maximal liver damage at 24 h post‐dose. Rats received the indicated concentrations of vehicle, APAP or CCL_4_ and were assessed for liver damage at 24 and 72 h post‐dose. (A) Serum ALT. (B) Serum AST. (C) Representative histological images of control and treated liver central vein sections. Black arrowheads indicate necrosis, white arrowheads indicate vacuolization; and black bar 50 μm. (D) Incidence and severity of liver microscopic findings. Findings were graded on a scale of 0 (absent), 1 (minimal), 2 (mild), 3 (moderate) or 4 (marked). ALT, alanine aminotransferase; APAP, acetaminophen; AST, aspartate aminotransferase; CCL_4_, carbon tetrachloride.

### Treatment with cisplatin, acetaminophen and carbon tetrachloride caused changes in miRNAs from tissue, plasma and urine

The combination of serum chemistry and histopathology demonstrated that the treatments were organ‐specific and established the progression of the injury over time. Samples (kidney, plasma and urine) were analyzed by miR‐seq from 72 h post‐cisplatin animals, and samples (liver, plasma and urine) were analyzed from 24 h post APAP or CCL_4_ animals. 

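miR-seq reads the short RNAs of a sample and counts how many fall on each mature miRNA, which is cut from a stem–loop precursor and named -5p or -3p for the arm it comes from. The libraries analysed, 54 in all from kidney, liver, plasma and urine, form 18 groups of 3. A group is 1 sample type of 1 treatment or vehicle. The paper analysed 3 animals per treatment, so the sample types of a treatment can come from the same rats and are then not independent. The authors clipped the adaptors and aligned reads of 36 bases with OSA v4 to the rat genome (Rnor_5.0) and to miRBase v21 with 2 mismatches allowed. They left out reads with more than 10 genomic locations and deposited the raw count of reads on each mature miRNA region. The table lists 832 miRNAs, of which 79 are a further copy of a mature miRNA that the genome holds at more than 1 locus. Copies can share reads, so a copy is not independent evidence. Each treated group was compared with its own vehicle group, 3 rats against 3, by edgeR's 2-sided quasi-likelihood test on the counts with TMM scaling, after edgeR's filter had left out miRNAs with few reads. A miRNA is called higher or lower where p, adjusted by the Benjamini-Hochberg method over the miRNAs tested in that comparison, is under 0.05. The authors used the DESeq2 generalized linear model with a Wald test, and DESeq2 is an alternative here. Counts at the paper's thresholds use a linear fold change of at least 1.5 with an unadjusted p under 0.05. The paper's text gives the threshold on the log2 scale, while its Table S1 lists linear fold changes down to about this size. Levels are counts scaled to library size and by TMM (CPM), with the SD over 3 rats. The miRNAs are named without the species prefix rno.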

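Cisplatin, a platinum compound that crosslinks DNA and injures the renal tubule, was given at 5 mg/kg, and kidney, plasma and urine were taken at 72 h from 3 treated rats and 3 rats given 0.9% saline. The sample labels place these samples on day 4 and give the urine samples a dose of 1500 mg/kg, so the paper's dose is used here. The paper targeted 12000000 reads per sample, and the values here use the reads counted on mature miRNAs. These were 626171 to 3591541 per library in saline kidney (median 3315675) and 372997 to 3284222 in cisplatin kidney (median 1269340). Plasma libraries held 271287 to 695631 reads after saline (median 302575) and 338409 to 625872 after cisplatin (median 476361). Urine libraries held 410 to 2725 reads after saline (median 813) and 5580 to 58151 after cisplatin (median 6499), and the groups differed in depth. A miRNA at low level in saline urine was represented by a few reads. In plasma and in urine, cisplatin replicates 2 and 3 were sequenced on another lane than the other libraries of the comparison.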

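APAP was given at 1250 mg/kg in 0.5% methylcellulose and CCl4 at 1500 mg/kg in corn oil, and liver, plasma and urine were taken at 24 h from 3 rats of each treated and vehicle group. The labels place these samples on day 2. Liver libraries held 611352 to 651096 reads after methylcellulose (median 612743), 273410 to 575266 after APAP (median 418742), 410242 to 686738 after corn oil (median 456676) and 604095 to 2213358 after CCl4 (median 2071739). Plasma libraries held 21627 to 312528 reads after methylcellulose (median 279351), 441758 to 763077 after APAP (median 489745), 70736 to 406613 after corn oil (median 96270) and 452187 to 1290244 after CCl4 (median 1230227). Urine libraries held 625 to 1755 reads after methylcellulose (median 950), 377 to 1671 after APAP (median 1649), 831 to 1372 after corn oil (median 974) and 772 to 1418 after CCl4 (median 1251). Methylcellulose urine libraries 1 and 2, with 625 and 950 reads, did not differ beyond the sampling noise (chi-square per degree of freedom 1.12, p = 0.307), while library 3 differed from both (21.9 and 18.0). These libraries were also counted as 1 sample, an alternative chosen after seeing the data. Liver CCl4 replicates 2 and 3 were sequenced on another lane than the other liver libraries. In plasma of APAP replicate 1, miR-22-3p took 37.44% of the reads and the TMM factor was 0.3495, against 0.8938 to 1.633 in the other plasma libraries of the comparison.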

The criteria used to determine significant changes were Log_2_ expression fold changes ≥1.5 with *P* < 0.05, which were consistent with criteria used in previous rat miRNA studies (Nassirpour *et al*., 2014; Yang *et al*., 2012). For simplicity, the stem–loop names and fold changes of miRNAs are presented in the main text, and only elevated miRNAs are reported for urine and plasma. Complete details of mature miRNA isoforms, statistical *P* values, gene families and accession numbers are included in Supplementary Table S1.

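Of the 832 miRNAs that the deposited table lists, 737 had at least 1 read in the 54 libraries and 95 had none. Kidney held reads of 640, liver of 611, plasma of 619 and urine of 354. In all 4 sample types 308 had reads, while 32 had reads in kidney alone, 29 in liver alone, 25 in plasma alone and 7 in urine alone. The urine libraries together held 0.29% of all reads, against 40.6% in kidney, 31.2% in liver and 27.9% in plasma. With a minimum of 10 reads over all libraries 553 miRNAs remained, with reads in at least 3 libraries 642, and with copies of a mature miRNA counted once 665.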

There were 832 different miRNAs detected by miR‐seq across all samples (Supplementary Table S1). While 455 miRNAs were shared in common with this miR‐seq and the standard TLDA card (TaqMan Array Rodent MicroRNA A + B Cards Set v3.0 [Thermo Scientific]), 377 were detected by miR‐seq but not present on the TLDA card (Supplementary Fig.S2). 

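The miRNAs on the card were the more abundant ones. Those shared with the card had a median of 284 reads over the 54 libraries, and those found by miR-seq alone a median of 12. Of the 377 miRNAs absent from the card, 78 are further copies of a mature miRNA and 179 had fewer than 10 reads in all libraries together. Reads of miRNAs absent by name from the card made up 15.6% of the counted reads in kidney, 22.7% in liver, 19.1% in plasma and 31.0% in urine. The 78 copies count as absent here even where the card holds their mature miRNA, so these shares can overstate what the card misses. A comparison of names with the paper's card list gave 455 miRNAs on both, 377 by miR-seq alone and 181 on the card alone.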

An additional 181 miRNAs were represented on the TLDA card but not detected by miR‐seq. Given that the objective of this study was to identify novel miRNA biomarkers, miR‐seq appeared to show the greatest potential and was used for all analyses.

Cisplatin caused significant changes in the levels of six miRNAs in the urine, 14 in the plasma and five in the kidney (Table 1). 

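In the kidney, miR-34c-5p, which the p53 protein induces after DNA damage, rose from 64.8 ± 4.61 to 126 ± 20.2 CPM (SD, n = 3 rats each) at 72 h after cisplatin, a log2 fold change of 0.95 (standard error 0.18, adjusted p = 0.0229) from edgeR. miR-21-5p, a miRNA induced in injured and fibrotic tissue, rose from 11820.3 ± 429.8 to 18873 ± 2682, a log2 fold change of 0.68 (standard error 0.11, adjusted p = 0.0104). miR-451-5p and miR-144-3p, which come from 1 primary transcript and are abundant in red blood cells, fell. Their log2 fold changes were -1.45 (standard error 0.20, adjusted p = 0.00347, from 295 ± 8.04 to 109.6 ± 31.7) and -1.51 (standard error 0.33, adjusted p = 0.0489, from 59.1 ± 8.89 to 18.8 ± 10.1). By the lists fixed before the data were examined, 2 of the 3 measured miRNAs of the miR-34 family rose (2 when adjusted over the list alone). So did 3 of 9 injury and fibrosis miRNAs (4 when adjusted over the list alone) and 1 of 8 white blood cell miRNAs (2 when adjusted over the list alone). Only 4 kidney miRNAs were called higher, so these counts overlap. miR-34a-5p, for example, is in both the miR-34 and the injury lists. Of 7 red blood cell miRNAs 2 fell (3 when adjusted over the list alone). miR-142-3p, found in most blood leukocytes, had a log2 fold change of 0.61 (standard error 0.17, adjusted p = 0.172). No call was made, also when adjusted over the list alone, among 11 kidney epithelium, 9 miR-200 and miR-183, 9 let-7, 3 miR-29, 4 liver-enriched, 11 other liver, 6 platelet and endothelium, 2 muscle, 4 nervous system, 1 pancreas and 12 Dlk1-Dio3 miRNAs.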

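Over all miRNAs tested with edgeR, 4 were higher and 2 lower of 344 in the kidney, 4 higher and 5 lower of 222 in the plasma, and 1 higher and 5 lower of 43 in the urine. At the paper's thresholds 10 stem–loops were altered in the kidney, while 14 were elevated in the plasma and 4 in the urine. All 3 cisplatin libraries lay on the same side of the 3 saline libraries for 14.5% of the miRNAs tested in kidney, 13.1% in plasma and 34.9% in urine, where chance gives 10%. With the replicate number as a block, which treats kidney libraries of the same number as pairs, 10 kidney miRNAs changed in place of 6. At the paper's thresholds 14 were then elevated in place of 9. Without kidney saline replicate 1, saline replicate 2 or cisplatin replicate 1, 3 kidney miRNAs changed, and miR-34c-5p, miR-21-5p and miR-144-3p were not called (adjusted p of 0.0734 to 0.21 from edgeR). miR-34c-5p was also lost without cisplatin replicate 2 (adjusted p = 0.13), and miR-144-3p without cisplatin replicate 3 (adjusted p = 0.0699). With the kidney libraries at equal depth both were lost, miR-34c-5p at a log2 fold change of 0.80 (adjusted p = 0.253) and miR-144-3p at -1.60 (adjusted p = 0.174). DESeq2 with a fold change prior over all 54 libraries called 1 kidney miRNA, miR-34a-5p. In plasma, 33 miRNAs changed without cisplatin replicate 1. The elevated plasma miRNAs, 18 in all, numbered 9 and 11 without saline replicates 1 and 2 and 34 without cisplatin replicate 1. In urine, 11 changed without saline replicate 1 and 2 without saline replicate 2. The elevated urine miRNAs, 4 in all, numbered 12, 7 and 8 without saline replicates 1, 2 and 3 and 7 without cisplatin replicate 2. The split of higher and lower calls moved with the scaling in plasma (2 higher and 5 lower with RLE factors, 3 and 6 with total counts) and in urine (4 and 5 with DESeq2, 3 and 5 with RLE factors, 2 and 5 with total counts). With the lane as a term, a fit chosen after seeing the data, 0 were higher and 4 lower in plasma, and 1 was higher and 3 lower in urine.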

Rats dosed with APAP had significant changes in the levels of six miRNAs in the urine, 74 in plasma and five in liver; for CCL_4_ the changes were six, 20 and five, respectively. 

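The plasma of APAP-treated rats carried more of the miRNAs that epithelial cells and liver express. All 5 measured miRNAs of the miR-200 family and the miR-183 cluster, which epithelial cells express, rose (5 when adjusted over the list alone), with a median log2 fold change of 5.53. miR-200a-3p, a repressor of the transcription factors ZEB1 and ZEB2, went from 17.4 ± 17.5 to 1274 ± 1488 CPM (SD, n = 3 rats each), a log2 fold change of 5.72 (standard error 1.00, adjusted p = 0.00155) from edgeR. The log2 fold changes of miR-429 and miR-183-5p were 5.62 (standard error 0.93, adjusted p = 0.00128) and 5.53 (standard error 0.86, adjusted p = 0.001). Of 10 other miRNAs abundant in liver, 8 rose (9 when adjusted over the list alone), among them miR-193a-3p with a log2 fold change of 5.73 (standard error 0.75, adjusted p = 0.000454). Of 8 kidney epithelium miRNAs 4 rose (4 when adjusted over the list alone), among them miR-194-5p with 5.04 (standard error 0.87, adjusted p = 0.00151). miR-194-5p and miR-192-5p are in both the liver and the kidney lists, so the kidney count is not separate evidence of a kidney source. Both measured members of the miR-29 family, which repress collagen transcripts, rose (2 when adjusted over the list alone). The log2 fold change was 2.57 (standard error 0.66, adjusted p = 0.014) for miR-29c-3p and 1.75 (standard error 0.52, adjusted p = 0.0291) for miR-29a-3p. miR-375-3p, the most abundant miRNA of pancreatic islets, and miR-21-5p rose, with log2 fold changes of 3.58 (standard error 0.74, adjusted p = 0.00449) and 1.73 (standard error 0.49, adjusted p = 0.0225). They were the 1 measured pancreas miRNA (1 when adjusted over the list alone) and 1 of 6 injury and fibrosis miRNAs (1 when adjusted over the list alone).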

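Of the 9 measured members of the let-7 family, which is expressed in most differentiated cells, 4 fell in APAP plasma, 1 rose and 4 were not called (4 fell and 1 rose when adjusted over the list alone). miR-98-5p fell from 781 ± 101 to 132 ± 59.9 CPM (SD, n = 3 rats each), a log2 fold change of -2.52 (standard error 0.51, adjusted p = 0.00407) from edgeR. The values of let-7e-5p, let-7a-5p and let-7d-5p were -2.19 (standard error 0.56, adjusted p = 0.014), -1.52 (standard error 0.38, adjusted p = 0.012) and -1.37 (standard error 0.43, adjusted p = 0.0345). Other miRNAs that fell were miR-676, miR-326-3p, let-7d-3p, miR-181d-5p and miR-128-3p. Their log2 fold changes were -2.59, -1.95, -1.55, -1.44 and -1.43, with adjusted p of 0.0302, 0.0218, 0.0411, 0.0453 and 0.036. Of 9 white blood cell miRNAs 1 fell (1 when adjusted over the list alone). The miR-34 family had 0 calls among 1 measured (1 higher when adjusted over the list alone). The 7 red blood cell, 6 platelet and endothelium, 3 muscle, 1 nervous system and 4 Dlk1-Dio3 miRNAs had no call, also when adjusted over the list alone. Of 227 miRNAs tested, 49 were higher and 12 lower, which are 46 and 10 mature miRNAs. At the paper's thresholds 53 stem–loops were elevated. Without APAP replicate 1 and methylcellulose replicate 3 together, which stood apart in composition and depth, 42 were higher and 18 lower, an alternative chosen after seeing the data. The 3 APAP libraries lay on the same side of the 3 methylcellulose libraries for 48.9% of the miRNAs, where chance gives 10%. The direction of the whole set moved with the scaling. The median log2 fold change was 0.21 with TMM and -0.92 with total counts, under which 26 were higher and 49 lower. It was -1.34 with DESeq2 and a fold change prior over all 54 libraries, which called 26 higher and 118 lower. That fit takes its scaling from miRNAs with reads in all 54 libraries, which are at most the 46 with reads in urine APAP replicate 1.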

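The calls near the threshold in APAP plasma were lost under several alternatives. Without methylcellulose replicate 2 the adjusted p from edgeR was 0.175 for miR-29a-3p, 0.0675 for miR-21-5p, 0.197 for miR-676, 0.0687 for miR-181d-5p and 0.0753 for let-7d-5p. Without methylcellulose replicate 1 it was 0.0839 for miR-29a-3p, and without replicate 3 it was 0.112 for miR-21-5p. Without APAP replicate 1 it was 0.0866 for miR-29a-3p and 0.0558 for miR-181d-5p, and without APAP replicate 3 it was 0.0718 for miR-676 and 0.135 for let-7d-3p. Without APAP replicate 2 it was 0.0734 for let-7d-3p, 0.0662 for miR-181d-5p, 0.0681 for miR-128-3p and 0.0803 for let-7d-5p. With total counts as the scaling, miR-29c-3p, miR-29a-3p and miR-21-5p had log2 fold changes of 1.09, 0.34 and 0.37 and were not called (adjusted p of 0.0962, 0.555 and 0.49). With DESeq2 and a fold change prior over all 54 libraries they were at 0.74, -0.07 and -0.06 (adjusted p of 0.0738, 0.974 and 1). At equal depth the adjusted p was 0.086 for miR-29a-3p, 0.0688 for miR-181d-5p and 0.0504 for let-7d-5p. With no filter on low counts it was 0.0807 for miR-29a-3p, and for let-7d-3p it was 0.0528 with replicate blocks and 0.0501 with a mean count of at least 10.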

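In plasma after CCl4, miR-193a-3p had 28.2 ± 2.14 CPM (SD, n = 3 rats) with corn oil and 177 ± 85 with CCl4, a log2 fold change of 2.68 (standard error 0.59, adjusted p = 0.0721) from edgeR, and a copy of miR-194-5p had 2.58 (standard error 0.78, adjusted p = 0.308). miR-133a-3p, a miRNA of skeletal and cardiac muscle, had a log2 fold change of -3.12 (standard error 1.08, adjusted p = 0.308). miR-193a-3p was called in 7 of 17 alternatives, among them DESeq2 (0.0165) and replicate blocks (0.0404), miR-133a-3p in 7 of 18, among them DESeq2 (0.019), and the copy of miR-194-5p in 2 of 16. Of 4 measured liver-enriched miRNAs 1 rose (3 when adjusted over the list alone). Of 9 other liver, 8 kidney epithelium and 2 muscle miRNAs none was called over all miRNAs tested. When adjusted over the list alone, 4 other liver and 2 kidney epithelium miRNAs were higher and 2 muscle miRNAs lower. The liver and kidney lists share members, such as miR-192-5p and miR-194-5p. The 6 miR-200 and miR-183, 7 red blood cell, 9 white blood cell, 6 platelet and endothelium, 1 nervous system, 1 pancreas, 2 miR-34, 9 let-7, 2 miR-29, 7 injury and fibrosis and 2 Dlk1-Dio3 miRNAs held no call, also when adjusted over the list alone. Of 231 miRNAs tested 1 was higher and 0 were lower, with 20 at an unadjusted p under 0.05, and DESeq2 called 5 higher and 6 lower. DESeq2 with a fold change prior over all 54 libraries called 8 higher and 24 lower, with a median log2 fold change of -0.34 in place of 0.04. At the paper's thresholds 8 stem–loops were elevated, and 12.1% of the miRNAs tested had groups that did not overlap, where chance gives 10%. The count of changed miRNAs was 14, 0 and 2 without corn oil replicates 1, 2 and 3 and 3 without CCl4 replicate 3. The count of miRNAs elevated at the paper's thresholds, 10 in all, was 24 without corn oil replicate 1 and 4 without CCl4 replicate 1.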

Volcano plots of every miRNA detected in each sample are shown for cisplatin (Supplementary Fig.S3), APAP (Supplementary Fig.S4) and CCL_4_ (Supplementary Fig. S5).

**Table 1:** Significantly altered rat miRNAs across treatments and samples

5 mg kg^−1^ Cisplatin				1250 mg kg^−1^ APAP			
Kidney		Plasma		Liver		Plasma	
miRNA	Fold‐change	miRNA	Fold‐change	miRNA	Fold‐change	miRNA	Fold‐change
rno‐miR‐34a	2.36	rno‐miR‐34c	3.14	rno‐miR‐92a	1.67	rno‐miR‐410	5.35
rno‐miR‐146b	1.66	rno‐miR‐128	2.40	rno‐miR‐155	1.66	rno‐miR‐29c	5.23
rno‐miR‐34c	1.53	rno‐miR‐34a	2.09	rno‐miR‐21	1.65	rno‐miR‐582	5.08
rno‐miR‐144	−1.53	rno‐miR‐130b	2.01	rno‐miR‐223	1.62	rno‐miR‐30a	4.92
rno‐miR‐451	−1.94	rno‐miR‐702	1.82	rno‐miR‐146b	1.56	rno‐miR‐125b	4.89
		rno‐miR‐6215	1.75			rno‐miR‐107	4.47
Urine		rno‐miR‐484	1.74	Urine		rno‐miR‐466c	4.32
		rno‐miR‐134	1.69			rno‐miR‐505	3.80
rno‐miR‐378a	6.12	rno‐let‐7e	1.66	rno‐miR‐320	12.05	rno‐miR‐466b	3.68
rno‐miR‐1839	3.82	rno‐miR‐151	1.63	rno‐miR‐126a	5.96	rno‐miR‐3559	3.62
rno‐miR‐140	3.39	rno‐miR‐191a	1.59	rno‐miR‐185	5.75	rno‐miR‐221	3.53
rno‐miR‐26b	3.07	rno‐miR‐431	1.55	rno‐miR‐130b	4.93	rno‐miR‐1249	3.52
rno‐let‐7 g	2.40	rno‐miR‐181b	1.52	rno‐miR‐148a	4.07	rno‐miR‐499	3.22
rno‐miR‐22	1.77	rno‐miR‐92b	1.51	rno‐miR‐3473	2.22	rno‐miR‐31a	3.19
						rno‐miR‐674	3.17
				Plasma		rno‐miR‐455	3.17
						rno‐miR‐101a	3.12
				rno‐miR‐802	175.75	rno‐miR‐195	3.08
				rno‐miR‐122	112.42	rno‐miR‐21	3.07
				rno‐miR‐320	65.50	rno‐miR‐671	3.04
1500 mg kg^−1^ CCL_4_				rno‐miR‐192	61.41	rno‐miR‐29a	3.00
				rno‐miR‐193a	45.58	rno‐miR‐26b	2.76
Liver		Plasma		rno‐miR‐194	29.51	rno‐miR‐374	2.75
				rno‐miR‐200a	26.49	rno‐miR‐497	2.70
miRNA	Fold‐change	miRNA	Fold‐change	rno‐miR‐182	25.36	rno‐miR‐30c	2.68
				rno‐miR‐22	17.89	rno‐miR‐34a	2.64
rno‐miR‐146b	4.18	rno‐miR‐122	27.09	rno‐miR‐365	17.73	rno‐miR‐27b	2.63
rno‐miR‐223	2.59	rno‐miR‐802	15.99	rno‐miR‐200b	17.25	rno‐miR‐30d	2.62
rno‐miR‐155	2.30	rno‐miR‐193a	5.88	rno‐miR‐429	15.96	rno‐miR‐30e	2.61
rno‐miR‐342	1.50	rno‐miR‐192	4.49	rno‐miR‐183	15.29	rno‐miR‐361	2.42
rno‐miR‐1247	−1.61	rno‐miR‐194	4.30	rno‐miR‐378b	14.66	rno‐miR‐1843a	2.41
		rno‐miR‐182	4.13	rno‐miR‐101b	13.00	rno‐miR‐155	2.37
Urine		rno‐miR‐365	3.52	rno‐miR‐378a	12.04	rno‐miR‐664	2.30
		rno‐miR‐200b	3.23	rno‐miR‐99a	11.47	rno‐let‐7 g	2.27
rno‐miR‐450a	10.22	rno‐miR‐22	3.03	rno‐miR‐362	9.33	rno‐miR‐144	2.26
rno‐miR‐92a	5.08	rno‐miR‐183	2.86	rno‐miR‐592	8.18	rno‐miR‐148a	2.23
rno‐miR‐184	3.89	rno‐miR‐101b	2.76	rno‐miR‐375	7.62	rno‐miR‐103	2.10
rno‐miR‐3473	2.75	rno‐miR‐200a	2.76	rno‐miR‐152	7.42	rno‐miR‐1839	2.09
rno‐let‐7i	2.67	rno‐miR‐31a	2.47	rno‐miR‐598	7.09	rno‐miR‐210	1.98
rno‐miR‐10b	2.04	rno‐miR‐429	2.34	rno‐miR‐193b	6.60	rno‐let‐7f	1.92
		rno‐miR‐155	2.29	rno‐miR‐1247	6.47	rno‐miR‐345	1.91
		rno‐miR‐19a	1.91	rno‐miR‐665	6.34	rno‐miR‐872	1.82
		rno‐miR‐20a	1.82	rno‐miR‐23b	6.20	rno‐let‐7a	1.71
		rno‐miR‐21	1.72	rno‐miR‐293	6.00	rno‐miR‐20a	1.70
		rno‐miR‐532	1.57	rno‐miR‐203b	5.72	rno‐let‐7c	1.62
		rno‐miR‐340	1.56	rno‐miR‐141	5.48		

APAP, acetaminophen; CCL_4_, carbon tetrachloride.

The stem–loop names of significantly altered miRNAs (Log_2_ expression fold changes ≥1.5 with *P* < 0.05) from tissue, urine and plasma are as shown.

### Cisplatin treatment caused a sixfold elevation of urinary miR‐378a

There were six elevated miRNAs in the urine after cisplatin treatment. Of these, five were also elevated in a second rat model (Kanki *et al*., 2014) of cisplatin toxicity (Fig. 4A). 

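In the urine after cisplatin 5 miRNAs fell relative to the other urine miRNAs. miR-141-3p, an epithelial miRNA of the miR-200 family, fell from 4689 ± 1374 to 425 ± 143 CPM (SD, n = 3 rats each), a log2 fold change of -3.56 (standard error 0.47, adjusted p = 0.000221) from edgeR. miR-148a-3p, which is abundant in liver, had a log2 fold change of -2.92 (standard error 0.68, adjusted p = 0.00671). miR-23b-3p and miR-27b-3p, which share a primary transcript, had log2 fold changes of -2.85 (standard error 0.50, adjusted p = 0.00146) and -1.91 (standard error 0.40, adjusted p = 0.00324), and miR-3473 had -1.95 (standard error 0.36, adjusted p = 0.00146). Of 3 measured miR-200 and miR-183 miRNAs 1 fell (2 when adjusted over the list alone), with miR-200b-3p at -1.68 (standard error 0.54, adjusted p = 0.0525). Of 4 miRNAs abundant in liver 1 rose and 1 fell (3 and 1 when adjusted over the list alone). No call was made, also when adjusted over the list alone, among 6 kidney epithelium, 3 red blood cell, 1 platelet and endothelium, 7 let-7 and 1 injury and fibrosis miRNAs. miR-192-5p, a miRNA of kidney, liver and gut epithelium, had a log2 fold change of 1.00 (standard error 0.38, adjusted p = 0.113). Its adjusted p was 0.00202 by DESeq2, in a range of 0.002 to 0.565 over 19 alternatives, of which 14 called it. It was not called with edgeR fitted to all urine libraries (0.46), with DESeq2 and a fold change prior over all 54 libraries (0.565), without saline replicate 2 (0.0803) or cisplatin replicate 2 (0.135), or with the lane as a term (0.196), chosen after seeing the data. The 6 miRNAs that the paper's Table S1 lists as elevated were each higher in all 3 cisplatin libraries than in all 3 saline libraries. That list was drawn from these same libraries, so their separation is not independent evidence. Of the 6, 4 had enough reads to be tested. Of these, miR-26b-5p had a log2 fold change of 1.77 (standard error 0.69, adjusted p = 0.113) and let-7g-5p of 1.11 (standard error 0.63, adjusted p = 0.254). miR-22-3p had 0.76 (standard error 0.33, adjusted p = 0.128), and passed with DESeq2 (log2 fold change 1.01, adjusted p = 0.00677), with DESeq2 and a fold change prior (0.00715), with replicate blocks (0.0231) and without saline replicate 3 (0.0497). With that prior and no filter on low counts, chosen after seeing the data, it passed too (0.00346). miR-26b-5p passed with RLE factors (0.0473), no filter on low counts (0.025), replicate blocks (0.0375) and without saline replicate 1 (0.0321). miR-1839-5p was left untested, with 0 reads in saline urine and 39 in cisplatin urine. Without saline replicate 2, at 410 reads, miR-148a-3p, miR-23b-3p and miR-3473 were not called (adjusted p of 0.135, 0.0561 and 0.0847 from edgeR). miR-3473 was also lost without cisplatin replicate 2 (0.0696), and miR-27b-3p without saline replicate 1 (0.0657) or 3 (0.114). With no filter on low counts miR-23b-3p (0.0808), miR-3473 (log2 fold change -1.12, adjusted p = 0.171) and miR-27b-3p (-1.13, 0.171) lost their calls, and miR-27b-3p also with edgeR fitted to all urine libraries (0.056). Without saline replicate 3, miR-200b-3p was at 0.09 on the log2 scale. With the lane as a term, a fit chosen after seeing the data, miR-3473 and miR-27b-3p were not called (0.0878 and 0.0678). The median log2 fold change of all 43 miRNAs was -0.25 with TMM, 0.03 with DESeq2 and -0.26 with total counts.

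**Figure D1:**
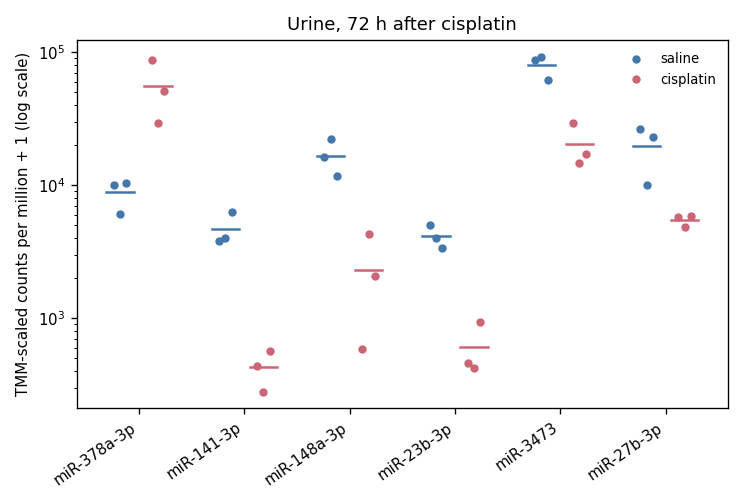
Urine levels of the 6 called miRNAs at 72 h after saline or cisplatin, as TMM-scaled CPM plus 1 on a log axis. Points are single rats (n = 3 per group) and lines are means; miR-378a-3p is higher in all cisplatin rats than in all saline rats, and the other miRNAs are lower in all cisplatin rats.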

When compared to a third study using the nephrotoxicant gentamicin (Nassirpour *et al*., 2014), only miR‐378a (up 6.1‐fold) and miR‐140 (up 3.4‐fold) were in common in all studies. 

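miR-378a-3p, which lies in an intron of the Ppargc1b gene and acts on mitochondrial metabolism, rose in the urine from 8852 ± 2454 to 56305 ± 29869 CPM (SD, n = 3 rats each) after cisplatin. The log2 fold change was 2.59 (standard error 0.47, adjusted p = 0.00146) from edgeR's quasi-likelihood test. The reads behind it were 8, 3 and 25 in the saline libraries and 4666, 210 and 274 in the cisplatin libraries. miR-140-3p, from an intron of the Wwp2 gene, had 0, 0 and 1 reads in the saline libraries and 107, 6 and 9 in the cisplatin libraries, at 139 ± 241 and 1516 ± 615 CPM. Its groups did not overlap, but it had too few reads to be tested, and at this depth a fold change is set by 1 read. The call of miR-378a-3p was lost without saline replicate 2 (adjusted p = 0.0837, the highest of 19 alternatives, which ran down to 4.00e-08). From the overlap of these miRNAs with studies of cisplatin and gentamicin, and from the level of miR-378a in dog kidney, the paper proposes miR-378a as a marker of renal tubule damage.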

None of the 11 different miRNAs elevated in the urine after APAP/CCL_4_ (Table 1) treatment had reported hepatic origins or were enriched in the rat liver (Smith *et al*., 2016). 

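Few reads stood behind the urine miRNAs after liver injury. Of the 11 miRNAs that the paper's Table S1 lists as elevated after APAP or CCl4, 3 had enough reads to be tested, namely miR-320-5p, miR-3473 and miR-10b-5p, and 6 of the listed values rested on fewer than 10 reads in the 6 libraries of the comparison. After CCl4, miR-3473 was at 96118 ± 10761 CPM (SD, n = 3 rats) with corn oil and 222311 ± 109258 with CCl4, a log2 fold change of 1.21 (standard error 0.37, adjusted p = 0.309) from edgeR. miR-10b-5p, which lies in a Hox gene cluster and is abundant in kidney, had a log2 fold change of 0.74 (standard error 0.51, adjusted p = 0.773), and miR-21-5p of -1.56 (standard error 0.60, adjusted p = 0.394). After APAP, let-7c-5p had a log2 fold change of -1.37 (standard error 0.50, adjusted p = 0.207), miR-27b-3p of 0.63 (standard error 0.29, adjusted p = 0.286) and miR-26a-5p of -0.42 (standard error 0.21, adjusted p = 0.297). With methylcellulose replicates 1 and 2 counted as 1 sample they were at -1.46, 0.69 and -0.32. Scaled by library totals in vehicle rats, 3 of the listed values belonged to miRNAs at least 4-fold higher in liver than in kidney. These were miR-148a-5p at 6223 CPM in liver and 267 in kidney, miR-92a-1-5p at 37.3 and 6.2, and miR-320-5p at 4.0 and 0.3. In urine miR-148a-5p had 2 reads after methylcellulose and 7 after APAP, and its groups overlapped. miR-10b-5p was at 980.4 in liver and 180016 in kidney. These levels compare liver with kidney only, while the paper's statement on liver enrichment rests on an atlas of the whole body.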

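edgeR called 0 of 20 urine miRNAs after APAP and 0 of 20 after CCl4, with 3 and 2 at an unadjusted p under 0.05, and DESeq2 also called 0 in both. At the paper's thresholds 1 stem–loop was elevated after APAP, miR-320, and 1 after CCl4, miR-3473. Groups that did not overlap made up 20.0% and 15% of the miRNAs tested, where chance gives 10%. After each toxicant 3 other liver, 4 kidney epithelium, 1 miR-200 and miR-183, 2 let-7 and 1 injury and fibrosis miRNAs were measured. When adjusted over the list alone, 1 let-7 miRNA was lower after APAP and the 1 injury and fibrosis miRNA was lower after CCl4. With methylcellulose replicates 1 and 2 counted as 1 sample, an alternative chosen after seeing the data, 0 changed and 1 was elevated at the paper's thresholds. That count was 0 without methylcellulose replicate 1 and 2 without replicate 3 after APAP. After CCl4 it was 0 without corn oil replicate 3 and 2 without CCl4 replicate 1 or 3, and 2 miRNAs changed without CCl4 replicate 1. These were miR-3473 (adjusted p = 4.85e-05, up to 0.858 in the other alternatives) and miR-320-5p (adjusted p = 0.0316, up to 1).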

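miR-320-5p rose in APAP plasma and was unevenly spread in APAP urine. In plasma it had 4, 1 and 0 reads in the methylcellulose libraries and 292, 51 and 18 in the APAP libraries, a log2 fold change of 6.78 (standard error 1.60, adjusted p = 0.011) from edgeR. In urine it had 5, 10 and 36 reads after methylcellulose and 171, 33 and 13 after APAP, a log2 fold change of 4.13 (standard error 1.65, adjusted p = 0.207), and 45.36% of the reads of APAP replicate 1 were this miRNA. With methylcellulose replicates 1 and 2 counted as 1 sample, chosen after seeing the data, the urine log2 fold change was 4.06 (adjusted p = 0.489). With no filter on low counts it passed (adjusted p = 0.00222), as with total counts (adjusted p = 0.0205) and with DESeq2 and a fold change prior over all 54 libraries (adjusted p = 0.045). Without APAP replicate 1 the urine log2 fold change was 0.03 (adjusted p = 0.999), and with replicate blocks 1.42 (adjusted p = 0.588). The other arm, miR-320-3p, had a plasma log2 fold change of 0.19 (standard error 0.42, adjusted p = 0.752), which is -0.93 with total counts. After CCl4, miR-320-5p had a urine log2 fold change of 1.36 (standard error 0.71, adjusted p = 0.504). In vehicle rats miR-320-5p had 15 reads in 6 liver libraries and 3 reads in 3 kidney libraries.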

A single mature miRNA, miR‐320‐5p, was elevated in both the plasma and urine of rats dosed with APAP, but little is known about the function/specificity of this miRNA other than it is expressed in rat gastrointestinal tract (Smith *et al*., 2016).

**Figure 4:**
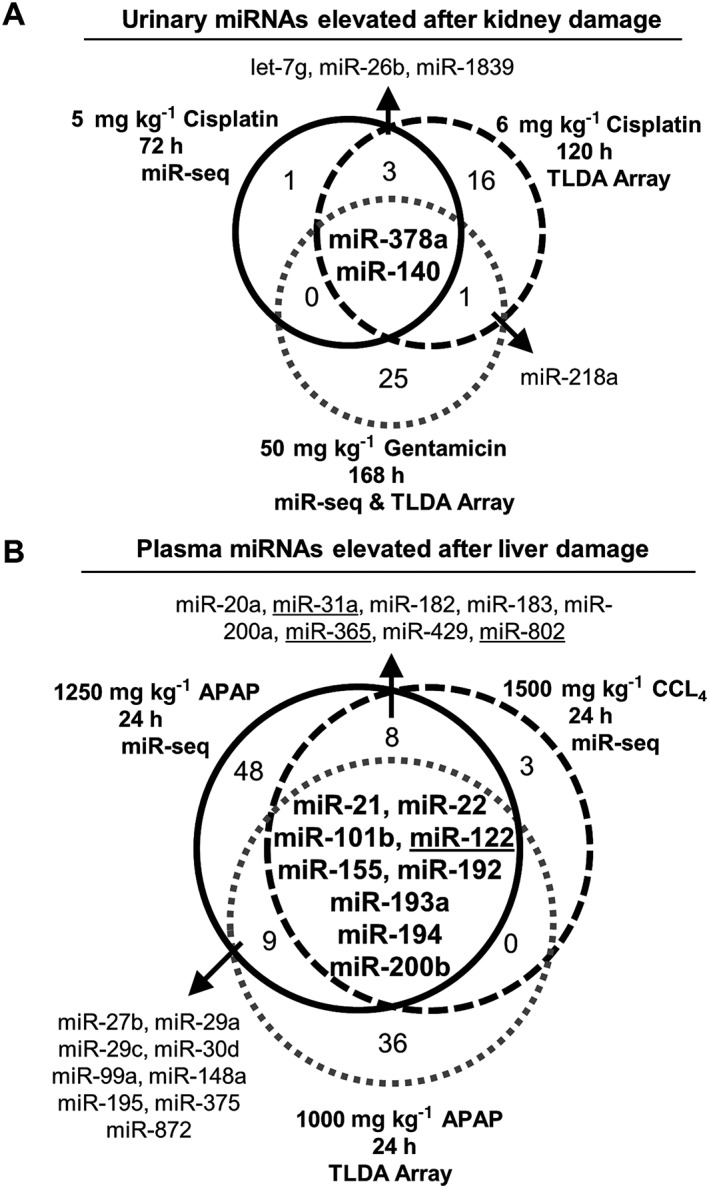
Elevated miRNAs in urine after kidney damage and in plasma after liver damage. Venn diagrams illustrate overlapping miRNAs from this study with other published data. Only the stem–loop miRNA identifiers were used due to differing annotation methods across studies. Dose of toxicant, time point sampled and technological platform (miR‐seq and/or a TLDA card) are indicated. Numbers within each circle represent different miRNAs. (A) Elevated miRNAs observed in this study after cisplatin treatment (black circle) and two other studies by Kanki *et al.* (2014; black dashed circle) and Nassirpour *et al*. (2014 *.* (B) Elevated miRNAs observed in this study after a single dose with APAP (black circle), CCL_4_ (black dashed circle), or in an APAP study by Yamaura *et al.* (2014. Four underlined miRNAs were identified by the Smith *et al.* (2016) rat miRNA atlas as being liver specific/enriched. APAP, acetaminophen; CCL_4_, carbon tetrachloride; TLDA, TaqMan low‐density rodent miRNA array.

### Treatment with acetaminophen and carbon tetrachloride caused an increase in liver‐specific miRNAs in the plasma

Numerous miRNAs were detected in the plasma after treatment with the three toxicants (Table 1). There were 17 elevated miRNAs in common between the APAP/CCL_4_ treatments (Fig. 4B), some of which overlapped with another rat APAP model (Yamaura *et al.*, 2014). 

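Among the miRNAs that passed the paper's thresholds in plasma after both toxicants were miR-122 and miR-802, which the liver expresses, miR-192 and miR-194, which are transcribed together and are expressed in liver, kidney and gut epithelium, miR-182 of the miR-183 cluster, and miR-193a, miR-101b and miR-22. These are 8 stem–loops, out of 53 that were elevated after APAP and 8 after CCl4. Of the 155 stem–loops tested in both comparisons, 51 were elevated after APAP and 8 after CCl4, and independent lists of 51 and 8 would share 2.63. APAP and CCl4 had separate vehicle groups. miR-22-5p, the less abundant arm of miR-22, rose after APAP from 3.63 ± 4.57 to 206 ± 201 CPM (SD, n = 3 rats each), a log2 fold change of 5.18 (standard error 0.97, adjusted p = 0.00254) from edgeR. The overlap was 15 without corn oil replicate 1 and 3 without CCl4 replicate 1. At an adjusted p under 0.05 it was 1, miR-122. A test of the difference between the APAP and CCl4 responses called 0 of 255 miRNAs with edgeR, with 35 at an unadjusted p under 0.05, 8 with DESeq2 and 9 of 588 with edgeR and no filter on low counts. Without APAP replicate 2, APAP replicate 3, corn oil replicate 1 or CCl4 replicate 1 the edgeR count was 6, 6, 8 and 1, so the number that differ is not settled, and a call after 1 toxicant alone does not by itself show a difference.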

Whenever possible, miRNAs between studies were aligned by mature isoforms, but if that information was lacking, the stem–loop name was used to make comparisons. These 17 miRNAs correspond to 23 different mature miRNA isoforms (Supplementary Fig. S6). Of these, miR‐122‐5p, miR‐122‐3p, miR‐31a‐5p, miR‐365‐3p, miR‐802‐5p and miR‐802‐3p (Fig. 4B, underlined) were specific to the rat liver (Smith *et al*., 2016). 

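The 8 stem–loops elevated in plasma after both APAP and CCl4 corresponded to 9 mature miRNAs here, since both arms of miR-122 passed. With no filter on low counts they were 20 mature miRNAs of 15 stem–loops, and without corn oil replicate 1 they were 17 of 15. Without CCl4 replicate 1 they were 4 of 3.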

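The 6 miRNAs the paper names as liver specific were compared between liver and kidney of vehicle rats. The log2 ratio of the level in liver (n = 6 rats) to that in kidney (n = 3 rats) was 12.96 (SD 0.50) for miR-122-5p and 11.85 (SD 0.63) for miR-122-3p. It was 5.20 (SD 0.31) for miR-802-5p, 5.20 (SD 0.25) for miR-802-3p, 4.61 (SD 0.39) for miR-31a-5p and 2.18 (SD 0.57) for miR-365-3p. In plasma after APAP 5 of the 6 rose (5 when adjusted over the list alone). The paper chose these miRNAs partly on these libraries, so their direction is not independent evidence. miR-365-3p rose from 4.3 ± 4.26 to 151 ± 135 CPM (SD, n = 3 rats each) after APAP, a log2 fold change of 4.49 (standard error 0.89, adjusted p = 0.00364) from edgeR. After CCl4 it was at 4.7 ± 4.92 with corn oil and 34 ± 18.5 with CCl4, with too few reads to be tested. miR-31a-5p, which is expressed in many tissues, went from 45.7 ± 55.5 to 172 ± 106 after APAP, a log2 fold change of 1.51 (standard error 0.75, adjusted p = 0.157), and had a log2 fold change of 1.70 (standard error 0.85, adjusted p = 0.529) after CCl4. Its APAP value passed without methylcellulose replicate 2 (adjusted p = 0.0294) or APAP replicate 2 (adjusted p = 0.0244), and the adjusted p ran up to 0.974 over 18 alternatives. From the elevation of these miRNAs in plasma and their enrichment in the rat liver, the paper concludes that miR-122, miR-31a, miR-365 and miR-802 are plasma markers of liver injury.

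**Figure D2:**
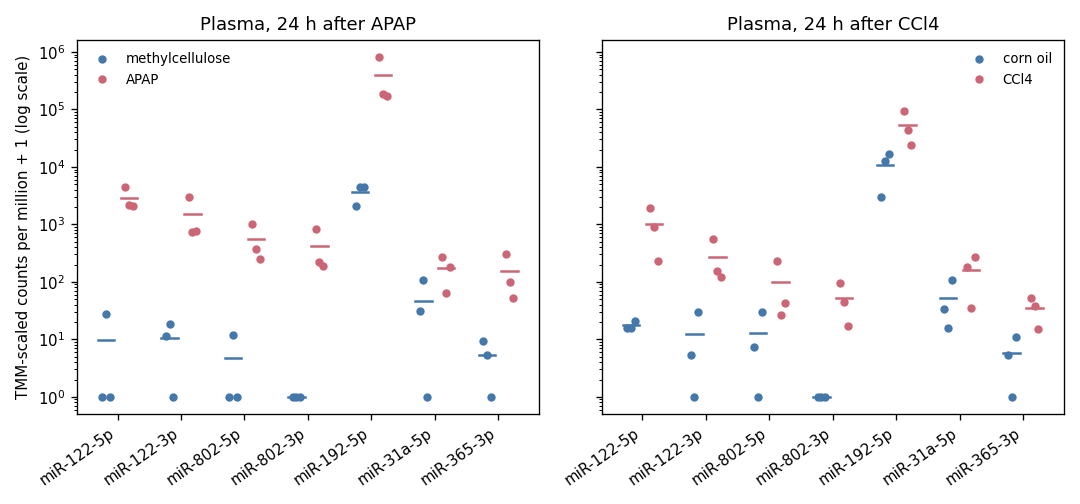
Plasma levels of the 6 miRNAs named as liver specific and of miR-192-5p at 24 h after methylcellulose or APAP (left) and corn oil or CCl4 (right), as TMM-scaled CPM plus 1 on a log axis. Points are single rats (n = 3 per group) and lines are means; miR-31a-5p is the miRNA whose treated and vehicle rats overlap in both panels, and miR-802-5p also overlaps after CCl4.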

Of note, miR‐122‐3p and miR‐802‐3p are not included on the TaqMan Array Rodent MicroRNA A + B Cards Set v3.0. 

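Both of these -3p arms came from few or no reads in vehicle plasma. miR-122-3p, the less abundant arm of the miR-122 precursor, had 5, 8 and 0 reads in the methylcellulose libraries and 515, 515 and 302 in the APAP libraries, and rose with a log2 fold change of 6.80 (standard error 0.86, adjusted p = 0.000454) from edgeR. After CCl4 its log2 fold change was 4.85 (standard error 1.03, adjusted p = 0.0721), and its adjusted p was 0.000224 by DESeq2 and up to 0.295 in other alternatives. It was called after CCl4 in 10 of 18 alternatives, among them edgeR without corn oil replicate 1 (adjusted p = 0.0319), corn oil replicate 3 (0.0298) or CCl4 replicate 3 (0.0486). miR-802-3p had 0 reads in all methylcellulose libraries and 143, 153 and 73 in the APAP libraries. It was at least 92.7-fold higher after APAP, against a floor of 3 counts over the vehicle group, with an adjusted p of 0.001. With 1 library left out the bound ran from 38.4 without methylcellulose replicate 1 to 120.9 without APAP replicate 2. At equal depth the bound was 8.50, with too few reads to be tested. After CCl4 it had 0 reads in all corn oil libraries and 102, 17 and 23 in the CCl4 libraries, at least 10.3-fold higher, with too few reads to be tested in the main fit. That bound ran from 2.81 without corn oil replicate 1 to 17.3 without CCl4 replicate 3. Of the alternatives that tested miR-802-3p after CCl4, it passed with no filter on low counts (adjusted p = 0.000141), DESeq2 and a fold change prior over all 54 libraries (0.00249), edgeR fitted to all plasma libraries (0.0432) and without CCl4 replicate 3 (0.0486), as with that prior and no filter on low counts, chosen after seeing the data (0.0198). It did not pass with a mean count of at least 10 (0.0872) or without corn oil replicate 1 (0.0608), 2 (0.292) or 3 (0.164).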

Previous versions of this technology do not differentiate well between the stem–loop and mature miRNA names. 

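In plasma at 72 h after cisplatin, both measured miR-34 miRNAs rose and 3 of 7 red blood cell miRNAs fell. miR-34c-5p rose from 29.6 ± 2.67 to 126 ± 31.3 CPM (SD, n = 3 rats each), a log2 fold change of 2.07 (standard error 0.37, adjusted p = 0.00227) from edgeR, and miR-34a-5p, likewise a target of p53, had 1.57 (standard error 0.41, adjusted p = 0.0326). Both measured members of the miR-34 family were thus higher (2 when adjusted over the list alone), and miR-34a-5p was the 1 of 6 injury and fibrosis miRNAs that rose (1 when adjusted over the list alone). miR-451-5p fell from 1869 ± 177 to 603 ± 142, a log2 fold change of -1.63 (standard error 0.27, adjusted p = 0.00227), and miR-144-5p and miR-144-3p fell, with -2.04 (standard error 0.40, adjusted p = 0.00352) and -1.90 (standard error 0.36, adjusted p = 0.00258). Of 7 red blood cell miRNAs these 3 were lower (3 when adjusted over the list alone). let-7c-5p, at -1.20 (standard error 0.22, adjusted p = 0.00227), was the 1 of 9 let-7 miRNAs that fell (1 when adjusted over the list alone). The remaining higher calls were copies of miR-128-3p, named after their values were seen, with log2 fold changes of 1.55 (standard error 0.38, adjusted p = 0.0234) and 1.56 (standard error 0.37, adjusted p = 0.0213). Their groups overlapped. miR-191a-5p, the most abundant miRNA of these plasma libraries, had a log2 fold change of 0.67 (standard error 0.21, adjusted p = 0.11), and miR-375-3p was 2.81-fold higher (adjusted p = 0.102). Each was higher when adjusted over the list alone, among 6 platelet and endothelium miRNAs and 1 pancreas miRNA. No call was made, also when adjusted over the list alone, among 7 kidney epithelium, 4 miR-200 and miR-183, 2 liver-enriched, 7 other liver, 8 white blood cell, 3 muscle, 1 nervous system, 3 miR-29 and 5 Dlk1-Dio3 miRNAs.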

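At the paper's thresholds 18 miRNAs of 14 stem–loops passed. They are not the same 14 stem–loops as the paper's. Of the 16 miRNAs its Table S1 lists as elevated, copies included, 11 passed here and 5 did not. Of the 18, 1 was at least 4-fold higher in kidney than in liver of vehicle rats and 0 were at least 4-fold lower. That miRNA was miR-429, an epithelial miRNA that the paper does not list as elevated in this plasma. Its plasma log2 fold change was 1.35 (standard error 0.53, adjusted p = 0.228) from edgeR, and it passed without cisplatin replicate 1 (0.0192). The ratio compares kidney with liver only, while the paper's statement on kidney enrichment rests on an atlas of the whole body. The call of miR-34a-5p held in 4 of 19 alternatives. It was lost without saline replicate 1 (adjusted p = 0.201), 2 (0.213) or 3 (0.0585) and without cisplatin replicate 2 (0.116) or 3 (0.188). miR-375-3p passed in 7 of 19 alternatives, with DESeq2 (0.0326), with DESeq2 and a fold change prior (0.033), with that prior and no filter on low counts, chosen after seeing the data (0.0376), with edgeR and no filter on low counts (0.000832), with replicate blocks (0.00408) and without saline replicate 2 (0.0222) or cisplatin replicate 1 (0.00378), and miR-191a-5p without cisplatin replicate 1 (0.00281). The copies of miR-128-3p were lost without saline replicate 1 (0.21 and 0.201), saline replicate 2 (0.17 and 0.157) or cisplatin replicate 3 (0.219 and 0.206). With the lane as a term, a fit chosen after seeing the data that rests on cisplatin replicate 1, miR-34c-5p was at 1.73 (adjusted p = 0.065), miR-34a-5p at 1.33 (0.322) and miR-144-5p at -1.50 (0.291) on the log2 scale. In that fit the copies of miR-128-3p were at 0.03 and 0.10, and miR-451-5p, miR-144-3p and let-7c-5p stayed called. With edgeR fitted to all plasma libraries miR-451-5p was at -1.65 and not called (adjusted p = 0.513), nor were miR-34a-5p (0.513) and the copies of miR-128-3p (0.318 and 0.282). With DESeq2 and a fold change prior over all 54 libraries miR-451-5p was at -1.69, and the adjusted p of these 4 was 1. With RLE factors the copies of miR-128-3p were not called either (0.0809 and 0.0749).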

For cisplatin, none of the 14 elevated miRNAs were enriched in the rat kidney (Smith *et al*., 2016).

### Altered miRNAs in kidney or liver tissue after treatment

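In the liver at 24 h after APAP, miR-21-3p, the less abundant arm of an injury-induced miRNA, rose from 461 ± 83.1 to 1129 ± 507 CPM (SD, n = 3 rats each), a log2 fold change of 1.28 (standard error 0.20, adjusted p = 3.37e-06) from edgeR. miR-92a-1-5p and miR-322-5p rose, with 1.68 (standard error 0.29, adjusted p = 3.11e-05) and 0.62 (standard error 0.18, adjusted p = 0.0414). miR-3559-3p fell, with a log2 fold change of -1.13 (standard error 0.29, adjusted p = 0.0126). Of 8 white blood cell miRNAs 3 rose (3 when adjusted over the list alone), and of 7 injury and fibrosis miRNAs 3 rose (4 when adjusted over the list alone). Among the liver's own miRNAs, miR-802-5p was at 0.15 (standard error 0.17, adjusted p = 0.828) and miR-31a-5p at 0.15 (standard error 0.16, adjusted p = 0.818). No call was made among 6 liver-enriched, 11 other liver, 9 kidney epithelium, 6 miR-200 and miR-183, 7 red blood cell, 6 platelet and endothelium, 1 muscle, 2 nervous system, 2 miR-34, 9 let-7, 3 miR-29 and 1 Dlk1-Dio3 miRNAs, also when adjusted over the list alone. The 1 pancreas miRNA was lower when adjusted over the list alone. In all, 7 of 249 miRNAs were higher and 1 was lower, and 14 stem–loops were altered at the paper's thresholds. Without APAP replicate 3, 5 changed, and miR-322-5p and miR-3559-3p were not called (adjusted p of 0.114 and 0.114 from edgeR). miR-322-5p was called in 7 and miR-3559-3p in 12 of 18 alternatives. miR-322-5p was also lost with no filter on low counts (0.206), edgeR fitted to all liver libraries (0.0514) and 1 row per mature miRNA (0.0799), and without methylcellulose replicate 2 (0.201) or 3 (0.258) and APAP replicate 2 (0.166), and miR-3559-3p without methylcellulose replicate 3 (0.0637). With replicate blocks 3 changed, and miR-92a-1-5p, miR-21-3p, miR-322-5p and miR-3559-3p were not called (0.0573, 0.0713, 0.205 and 0.0658), at log2 fold changes of 1.64, 1.21, 0.62 and -1.14. At equal depth miR-322-5p and miR-3559-3p were not called (0.0526 and 0.0951). DESeq2 with a fold change prior over all 54 libraries called 1 miRNA in place of 8, with an adjusted p of 0.26 for miR-92a-1-5p and 1 for miR-21-3p. The groups did not overlap for 14.5% of the miRNAs, where chance gives 10%.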

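In the liver at 24 h after CCl4, miR-10a-5p, from a Hox gene cluster, fell from 51785 ± 8096 to 35596 ± 3514 CPM (SD, n = 3 rats each), a log2 fold change of -0.54 (standard error 0.14, adjusted p = 0.0463) from edgeR. Both copies of let-7f-5p fell, with log2 fold changes of -0.46 (standard error 0.12, adjusted p = 0.0463) and -0.45 (standard error 0.12, adjusted p = 0.0475). miR-879-5p, named after its values were seen, had a log2 fold change of -3.70 (standard error 0.85, adjusted p = 0.0284) with groups that overlapped. It was called in 8 of 17 alternatives. It was lost without corn oil replicate 1 (0.114) or 2 (0.135) or CCl4 replicate 1 (0.169), with DESeq2 (0.189), with DESeq2 and a fold change prior (log2 fold change -0.19, adjusted p = 0.335) and that prior over all 54 libraries (0.772), with a mean count of at least 10 (0.083) and with replicate blocks (0.292), as with the lane as a term (0.649), chosen after seeing the data. Of 8 white blood cell miRNAs 3 rose (5 when adjusted over the list alone), and of 7 injury and fibrosis miRNAs 2 rose (3 when adjusted over the list alone). Only 3 miRNAs were called higher over all miRNAs tested, so these counts overlap. Of 9 kidney epithelium miRNAs 1 fell (2 when adjusted over the list alone), and of 9 let-7 miRNAs 1 fell (1 when adjusted over the list alone). miR-122-3p was at -0.19 (standard error 0.12, adjusted p = 0.35), miR-378a-3p at -0.39 (standard error 0.13, adjusted p = 0.136) and miR-34a-5p at 1.14 (standard error 0.43, adjusted p = 0.155). When adjusted over the list alone, 2 of 11 other liver and 2 of 2 nervous system miRNAs were lower and 1 of 2 miR-34 miRNAs was higher, with no call over all miRNAs. The 6 liver-enriched, 7 miR-200 and miR-183, 7 red blood cell, 6 platelet and endothelium, 1 pancreas, 3 miR-29 and 2 Dlk1-Dio3 miRNAs held no call.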

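In all, 3 of 254 liver miRNAs were higher and 4 lower after CCl4 by edgeR, and 22 stem–loops were altered at the paper's thresholds. Groups that did not overlap made up 24.8% of the miRNAs, where chance gives 10%. The lower calls moved with the scaling, to 1 with DESeq2 or total counts and 2 with RLE factors. Without corn oil replicate 2, 4 miRNAs changed, and miR-10a-5p and the more abundant copy of let-7f-5p were not called (adjusted p of 0.174 and 0.241 from edgeR). They were also lost without corn oil replicate 3 (both 0.153) and CCl4 replicate 1 (0.112 and 0.0875), and let-7f-5p without CCl4 replicate 3 (0.0706). The more abundant copy of let-7f-5p was called in 3 of 18 and the other in 3 of 19 alternatives, and miR-10a-5p in 9 of 19. Both copies were lost with DESeq2 (0.0514 and 0.0576), RLE factors (0.0859 and 0.0968), total counts (0.137 and 0.159), no filter on low counts (0.164 and 0.206) and equal depth (0.062 and 0.0804), and with replicate blocks (both 0.25), as was miR-10a-5p with total counts (0.0782), no filter on low counts (0.0517), a mean count of at least 10 (0.111), 1 row per mature miRNA (0.0928) and replicate blocks (0.25). Elevated miRNAs numbered 10, and 6, 17 and 22 without corn oil replicates 1 and 3 and CCl4 replicate 1. With the lane as a term, a fit chosen after seeing the data, 2 were higher and 0 lower by edgeR. In a simulation with 200 miRNAs changed by known amounts, the same test recovered 25 of 28 miRNAs changed by 1 on the log2 scale at the depth of the APAP comparison and 29 of 34 at that of the CCl4 comparison. The simulation used 1 dispersion for all miRNAs and called 103 and 97, against 8 and 7 in the real livers. With more calls the adjusted threshold is looser, so these shares can overstate recovery in the real livers.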

Kidney or liver injury resulted in few significantly altered miRNAs (Table 1). Expression of miR‐146b was elevated in kidney/liver tissues 1.6–4.2‐fold after each treatment. This miRNA has reported roles in hematopoiesis (Zhai *et al.*, 2014) and in liver fibrosis (Ge *et al.*, 2014) but is not specific to the rat liver (Smith *et al*., 2016). 

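miR-146b-5p, which NF-κB induces and which dampens its signalling, rose in all 3 tissue comparisons. In the kidney it went from 155 ± 9.51 to 296 ± 30.5 CPM (SD, n = 3 rats each) after cisplatin, a log2 fold change of 0.95 (standard error 0.14, adjusted p = 0.00347) from edgeR's quasi-likelihood test. In the liver it went from 221 ± 47.8 to 583 ± 142 after APAP, a log2 fold change of 1.38 (standard error 0.19, adjusted p = 3.27e-07), and from 219 ± 29.5 to 1389 ± 342 after CCl4, a log2 fold change of 2.66 (standard error 0.19, adjusted p = 1.58e-08). The APAP response was lower than the CCl4 response by a log2 difference of -1.29 (standard error 0.30), which did not pass (adjusted p = 0.0815 from edgeR). The call held in 16 of 17 alternatives in the kidney, 17 of 18 after APAP and 19 of 19 after CCl4. The exception in kidney and APAP liver was the DESeq2 fit with a fold change prior over all 54 libraries (adjusted p of 1 and 0.432).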

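miR-34a-5p, a direct transcriptional target of p53, rose in the kidney after cisplatin from 12.6 ± 1.82 to 65.4 ± 8.5 CPM (SD, n = 3 rats each). The log2 fold change was 2.40 (standard error 0.24, adjusted p = 0.000346) from edgeR's quasi-likelihood test, and all 3 treated kidneys lay above all 3 saline kidneys. It was called in all 17 alternatives run for the kidney.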

Within the kidney, while the 2.4‐fold increase of miR‐34a was consistent with previous other rodent models of cisplatin toxicity (Bhatt *et al.*, 2010; Pavkovic *et al.*, 2014), this miRNA is also expressed in many other tissues (Misso *et al.*, 2014; Smith *et al*., 2016). Both APAP and CCL_4_ treatments resulted in a 1.6–2.6‐fold elevation of miR‐155 and miR‐223 in the liver. However, others have suggested that these two miRNAs may be linked to lymphocyte infiltration into areas of damage, so their origin is unclear (Yamaura *et al*., 2014). 

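miR-155-5p, which activated lymphocytes and macrophages express, rose in the liver from 26.9 ± 10.6 to 149 ± 70.6 CPM (SD, n = 3 rats each) after APAP, a log2 fold change of 2.39 (standard error 0.31, adjusted p = 7.91e-08) from edgeR. It also rose from 41.3 ± 2.78 to 169.6 ± 60.2 after CCl4, a log2 fold change of 2.06 (standard error 0.27, adjusted p = 6.45e-05). miR-223-3p, a miRNA of neutrophils and other myeloid cells, rose from 47.7 ± 9.31 to 131 ± 25.9 after APAP, a log2 fold change of 1.44 (standard error 0.26, adjusted p = 3.94e-05), and also from 48.2 ± 4.95 to 169.6 ± 27.7 after CCl4, a log2 fold change of 1.83 (standard error 0.22, adjusted p = 3.08e-05). With the lane as a term, a fit chosen after seeing the data, miR-155-5p after CCl4 was at 1.73 (adjusted p = 0.111). Leaving out any 1 library ended none of these 4 calls, while with DESeq2 and a fold change prior over all 54 libraries miR-223-3p was not called after APAP (adjusted p = 1) or CCl4 (0.919). The paper states that the origin of both miRNAs is unclear, since others have proposed a link to lymphocytes that enter the damaged areas.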

None of the remaining miRNAs are known to be specific to the kidney or liver (Smith *et al*., 2016).

## Discussion

Rodents are routinely used in non‐clinical investigations to determine the toxicological effects drugs have on the body. Efforts to improve on the traditional serum chemistry markers used to evaluate organ damage have focused on miRNAs. The work described here evaluated miRNA biomarkers of acute kidney and liver damage in Sprague–Dawley rats. Plasma, and not serum, was analyzed to keep findings consistent and comparable to other published studies (Church *et al*., 2016; Yamaura *et al.*, 2012, 2014). Significantly elevated plasma and urine miRNAs in identified in this study were compared to published rat studies and to the recently completed rat and dog miRNA atlases. We concluded that miR‐378a is a novel urinary biomarker of kidney damage, while miR‐122, miR‐31a, miR‐365 and miR‐802 are plasma markers of liver injury.

One challenge in identifying novel miRNA biomarkers of injury is that many studies report conflicting data. Our twofold approach to provide more confidence in identifying novel biomarkers was to (1) compare our data for one type of organ injury against other studies, and (2) cross‐reference the rat miRNA atlas (Smith *et al*., 2016). For example, in the study presented here, APAP/CCL_4_ treatment caused elevation of both the miR‐155 and miR‐223 in the plasma. This finding is of questionable significance given that these two miRNAs have been erroneously identified as “specific” across numerous published studies (Haider *et al.*, 2014). 

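In plasma, miR-155-5p was at 10.7 ± 13.3 CPM (SD, n = 3 rats) after methylcellulose and 44.6 ± 8.56 after APAP, a log2 fold change of 1.51 (standard error 0.65, adjusted p = 0.106) from edgeR, and at 23.6 ± 11.4 after corn oil and 69.5 ± 49.6 after CCl4, a log2 fold change of 1.31 (standard error 0.68, adjusted p = 0.529). After APAP miR-155-5p was elevated at the paper's thresholds (unadjusted p = 0.0395), as in 6 of 18 alternatives but not with DESeq2 (0.0626), and after CCl4 (0.0827) it was not. Without CCl4 replicate 3 (0.0315) and with no filter on low counts (0.0447) the CCl4 value passed. miR-223-3p had a log2 fold change of -0.07 (standard error 0.52, adjusted p = 0.959) after APAP and 0.51 (standard error 0.71, adjusted p = 0.871) after CCl4. The other arm, miR-223-5p, fell after APAP from 146 ± 44.1 to 33.5 ± 7.81, a log2 fold change of -2.04 (standard error 0.49, adjusted p = 0.0119), and had -0.40 (standard error 0.51, adjusted p = 0.867) after CCl4. With total counts miR-223-3p was at -1.06 after APAP (adjusted p = 0.185), and with DESeq2 and a fold change prior over all 54 libraries at -1.55 (adjusted p = 0.0435), a call lower. The sign of miR-223-3p changed without methylcellulose replicate 1 (0.05), without APAP replicate 1 (0.11) and, after CCl4, without corn oil replicate 2 (-0.01).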

A second example comes from a study that measured urinary miRNAs in rats with liver damage (Yang *et al*., 2012). 

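miR-182, a miRNA of sensory and other epithelia, had a log2 fold change in urine of -0.57 (standard error 0.40, adjusted p = 0.467) after APAP and -1.65 (standard error 0.83, adjusted p = 0.504) after CCl4, from edgeR. The reads behind it were 8, 20 and 37 in the methylcellulose libraries and 1, 22 and 30 in the APAP libraries, and 12, 15 and 41 in the corn oil libraries and 1, 13 and 6 in the CCl4 libraries. With methylcellulose replicates 1 and 2 counted as 1 sample, chosen after seeing the data, the APAP value was -0.75 (adjusted p = 0.489), and without methylcellulose replicate 3 it was 0.02. In plasma miR-182 rose after APAP from 161 ± 115 to 5831 ± 5325 CPM (SD, n = 3 rats each), a log2 fold change of 5.44 (standard error 0.79, adjusted p = 0.001), and had 2.27 (standard error 0.74, adjusted p = 0.308) after CCl4, called in 6 of 18 alternatives, among them DESeq2 (0.0403), no filter on low counts (0.00512) and replicate blocks (0.0404).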

Only miR‐182 overlapped between that study and the work presented here, but this miRNA is not enriched in the rat liver (Smith *et al*., 2016). It is also unclear how miRNAs from tissues not connected to the renal system could enter the urine, as the kidney may serve as a barrier between blood and urinary miRNAs (Weber *et al.*, 2010). There remains considerable doubt that urinary miRNAs have any utility as biomarkers for liver damage.

miR‐378a was primarily detected in skeletal muscle of rats and to a lesser extent the kidneys (Smith *et al*., 2016). However, this miRNA was one of the highest expressed miRNAs in the entire dog kidney (Koenig *et al*., 2016). In humans, miR‐378a has also been used as a serum biomarker of renal disease (Hauser *et al.*, 2012; Redova *et al.*, 2012; Wang *et al.*, 2015). Here, cisplatin caused an elevation of miR‐378a in the urine of rats (Table 1), which was also seen in two other studies (Kanki *et al*., 2014; Nassirpour *et al*., 2014). All three studies identified kidney tubule damage through the use of histopathology. Taken together, miR‐378a may have utility as a marker of renal tubule damage. Follow‐up investigations are critical to determine whether there is translatability from animals to humans. Of note, miR‐140 was also elevated in the urine of multiple rat nephrotoxicity studies, but was not enriched in either rat or dog kidneys, and thus needs further characterization to evaluate its utility as a biomarker.

The plasma miRNAs with the three highest fold changes in this study were miR‐122, miR‐802 and miR‐192, which respectively represent an established, a putative and a poor biomarker of liver damage. First, miR‐122 is a known biomarker of hepatotoxicity in rats (Smith *et al*., 2016; Su *et al.*, 2012; Yamaura *et al.*, 2012), dogs (Harrill *et al*., 2014; Koenig *et al*., 2016) and humans (Wang *et al*., 2009). 

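miR-122-5p, the most abundant hepatocyte-specific miRNA and a regulator of cholesterol metabolism, rose in the plasma after both liver toxicants. It went from 8.77 ± 15.2 to 2895 ± 1345 CPM (SD, n = 3 rats each) after APAP, a log2 fold change of 7.85 (standard error 1.01, adjusted p = 0.000454) from edgeR, and from 16.4 ± 2.78 to 1017 ± 846 after CCl4, a log2 fold change of 5.96 (standard error 0.92, adjusted p = 0.0141). The reads in the APAP comparison were 0, 12 and 0 with methylcellulose and 761, 1533 and 813 with APAP, and those in the CCl4 comparison were 7, 1 and 2 with corn oil and 2086, 351 and 335 with CCl4. The size of the fold change rests on the few vehicle reads. The CCl4 call was lost without corn oil replicate 2 (adjusted p = 0.0915, the highest of 18 alternatives).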

In this study miR‐122 was elevated a respective 112‐ and 27‐fold after treatment with APAP or CCL_4_ compared to controls (Table 1). Second, miR‐802 was elevated 176‐ and 16‐fold after APAP or CCL_4_ treatments, and in rats was recently shown to be enriched in the liver (Smith *et al*., 2016) and was elevated after hepatobiliary injury (Church *et al*., 2016). 

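miR-802-5p rose in the plasma from 3.65 ± 6.33 to 545 ± 412 CPM (SD, n = 3 rats each) after APAP, a log2 fold change of 6.62 (standard error 1.03, adjusted p = 0.001) from edgeR. After CCl4 it was at 12 ± 15.5 with corn oil and 99.6 ± 114 with CCl4, a log2 fold change of 3.22 (standard error 1.11, adjusted p = 0.308), called in 2 of 17 alternatives, namely no filter on low counts (3.43, adjusted p = 0.00493) and DESeq2 with a fold change prior over all 54 libraries (2.53, 0.0376). The methylcellulose libraries had 0, 5 and 0 reads of miR-802-5p and 0, 12 and 0 of miR-122-5p, and neither plasma vehicle group had a read of miR-802-3p. The change relative to miR-122-5p within each library is therefore set by the pseudocount there, and says nothing about miR-802-5p after APAP or about miR-802-3p. For miR-802-5p after CCl4 it was -1.70 on log2 CPM plus 0.5 (pooled SD 2.22, n = 3 rats each, exact 2-sided permutation test, p = 0.4), where 3 rats against 3 can give no p below 0.1. The corn oil libraries had 3, 0 and 3 reads of miR-802-5p and 7, 1 and 2 of miR-122-5p. In corn oil replicate 2 the pseudocount therefore sets this ratio too, and the value carries little weight. In the APAP rats miR-802-3p stood at a log2 ratio of -3.07 to miR-122-5p (SD 0.57, n = 3), and in the CCl4 rats at -4.17 (SD 0.30, n = 3).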

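miR-192-5p, which p53 also induces, was abundant in both organs of vehicle rats, at 163524 ± 18717 CPM in liver (SD, n = 6) and 86159 ± 12750.0 in kidney (SD, n = 3), a log2 ratio of 0.92 (SD 0.19). In plasma it rose after APAP from 3689 ± 1393 to 389659 ± 363836, a log2 fold change of 6.73 (standard error 0.75, adjusted p = 0.000342) from edgeR. After CCl4 it was at 10761 ± 7008 with corn oil and 53517 ± 36087 with CCl4, a log2 fold change of 2.32 (standard error 0.69, adjusted p = 0.308), called in 7 of 18 alternatives, among them DESeq2 (adjusted p = 0.0403), no filter on low counts (0.000141) and replicate blocks (0.00529). The APAP response exceeded the CCl4 response by 4.53 on the log2 scale (standard error 0.98), which did not pass (adjusted p = 0.0723). The other arm, miR-192-3p, had 0 reads in all vehicle libraries of both comparisons and was at least 15.3-fold higher after APAP (adjusted p = 0.00254) and at least 2.17-fold higher after CCl4, where it was not tested. Without methylcellulose replicate 1 the APAP bound was 6.35 and without replicate 2 it was 7.28, and it ran up to 17.5 without APAP replicate 3. After CCl4 no bound above 1 was left without corn oil replicate 1.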

Third, while miR‐192 was elevated 4–61‐fold in this study, it is highly expressed across multiple tissue types, such as the kidney (Mladinov *et al.*, 2013) and the rat gastrointestinal tract (Smith *et al*., 2016). Despite being reported otherwise, miR‐192 may not be a strong candidate biomarker due to its limited tissue specificity. Subsequent validation work is necessary to determine which organ‐specific miRNAs can be used as part of a panel approach to assess tissue injury.

It is unclear why the expression levels of so few miRNAs were significantly altered in tissues, particularly considering that dozens of miRNAs were elevated in the plasma after treatment. The most likely explanation is that this study assessed miRNA changes across whole organs, not just the damaged portions. An improvement to the study design would involve microdissection of areas of damage that could be isolated for subsequent miR‐seq analysis. As a proof of concept, different miRNA expression patterns were identified within the renal cortex and medulla of the dog kidney (Ichii *et al.*, 2014). A second explanation for the scarcity of altered tissue miRNAs is that the time points used for kidney and liver damage were not optimal in capturing the profiles of miRNAs involved in the necrosis and regeneration biological processes. Taken together, none of the significantly altered tissue miRNAs seems to have utility as specific biomarkers of injury at the time points examined in this study.

There are considerable challenges when comparing data from one rat biomarker study to another. At the broadest level, the strain, gender and age of rats influence their basal miRNA expression. Once collected, a urine sample can be normalized measuring creatinine (Nassirpour *et al*., 2015) or volume (Kanki *et al.*, 2014). Plasma is typically normalized against a housekeeping miRNA (Church *et al*., 2016; Yang *et al*., 2012). There are additional hurdles related to the detection technology, such as older generations of TLDA cards that use outdated miRNA nomenclature that make it hard to know whether “miR‐802” refers to the −5 or the −3 mature isoform. A similar problem was demonstrated in one study that used only the “A” card to assess urinary miRNA biomarkers and not the “B″ card that contains the assay for miR‐378a (Nassirpour *et al.*, 2015). For miR‐seq, there are questions about how to normalize data. We used the highly cited DESeq2 generalized linear model (Love *et al*., 2014), which was also used in an earlier rat miR‐seq biomarker study (Nassirpour *et al.*, 2014). Taken together, while miR‐seq has a great ability to detect novel miRNA biomarkers, there certainly remains value in using TLDA arrays or quantitative PCR to validate results.

One key lesson learned from these studies regards the importance of selecting appropriate time points for sample collection. For example, liver damage caused by APAP was rapid and began to resolve at the end of the study while the CCL_4_ damage was less severe but lingered. An interesting follow‐up study would be to assess differences in miRNA expression between acute and chronic exposures to these toxicants. Assessing miRNA changes at multiple time points might have provided information about both the initial injury and the healing process. An added benefit of this approach would be to create a stronger model for chronic human renal and hepatic diseases. The next critical step is to evaluate these biomarkers in additional non‐clinical studies with different toxicants to determine how well they can be used to evaluate organ damage.

## Conflict of interest

The authors did not report any conflict of interest.

## Supporting information

Supporting info item

Supporting info item

Supporting info item

Supporting info item

Supporting info item

Supporting info item

Supporting info item

Supporting info item

How the deposited data were processed for this re-analysis (not part of the article)

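Small RNA was sequenced from kidney, liver, plasma and urine of rats given cisplatin, APAP or CCl4 and of rats given the matching vehicle. The 54 libraries form 18 groups of 3, each 1 sample type of 1 treatment or vehicle, and the sample types of a treatment can come from the same rats. The authors deposited 1 table of raw counts, with 1 column per library and 1 line per mature miRNA, and the counts are whole numbers that were not normalized. They aligned the reads with OSA v4 to Rnor_5.0 and counted them on the mature miRNAs of miRBase v21. The alignment was not repeated, so the counts already include the authors' limits on mismatches and on reads with many genomic locations. Each column was matched to its sample by the label the authors gave it, and no column was left without a sample. Where a label and the paper differ, in the dose of the urine cisplatin samples, the paper's dose was used.

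Each treated group was compared with its own vehicle group in 9 comparisons. Counts were fitted with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr with a minimum count of 10 and a minimum total of 15, glmQLFit and the 2-sided glmQLFTest), and p was adjusted by the Benjamini-Hochberg method within a comparison at a threshold of 0.05. The standard error of a log2 fold change is its size divided by the square root of F. The authors tested the same counts with the DESeq2 generalized linear model and its Wald test, which is an alternative here. The paper does not state the DESeq2 version, a prior on fold changes, a filter on low counts, which libraries entered a fit, or whether p was adjusted. Its text gives the fold change threshold of 1.5 on the log2 scale, while Table 1 and Table S1 list linear fold changes down to about that size, so the threshold was read as linear with an unadjusted p under 0.05, and the log2 reading was an alternative. A fold change against a vehicle group with 0 reads is a lower bound against a floor of 3 counts over the group. The response to APAP was compared with that to CCl4 by an interaction term, and the vehicle groups of a sample type with each other. The ratio of miR-802 to miR-122 used a pseudocount of 0.5 CPM (0.125 and 2 as alternatives), and the ratio of liver to plasma level a pseudocount of 1 CPM. Exact permutation tests, rank correlations and tables used Python 3.11.15 with SciPy 1.17.1, pandas 2.3.3 and NumPy 2.4.6.

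The miRNAs named were chosen by a rule written before the data were examined, apart from the values of Table 1 and Table S1, which had been seen. In each comparison these are every miRNA the paper names for it. They are also the 15 largest rises and 10 largest falls among miRNAs past the adjusted threshold whose 3 treated rats all lay on 1 side of the 3 vehicle rats, with copies of a mature miRNA named once. The 2 members of each list with the smallest p were added, and the 5 smallest p where fewer than 5 miRNAs passed. Others are said to be named after their values were seen, or belong to a count of 5 or fewer. There were 15 lists: the liver-enriched miRNAs named by the paper, other miRNAs abundant in liver, kidney epithelium, the miR-200 family and miR-183 cluster, red blood cell, white blood cell, platelet and endothelium, muscle, nervous system, pancreas, the miR-34 family, the let-7 family, the miR-29 family, injury and fibrosis, and the Dlk1-Dio3 cluster. Some miRNAs are in more than 1 list, such as miR-192-5p and miR-194-5p in the liver and kidney lists.

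The depth and dispersion of each comparison were used to test the edgeR fit on simulated data, in which 200 miRNAs were changed, or 175 and 185 in urine after APAP and CCl4. At a true log2 change of 2 the fit recovered 36 of 36 tested miRNAs in kidney cisplatin, 25 of 25 tested miRNAs in plasma cisplatin, 0 of 6 tested miRNAs in urine cisplatin, 42 of 42 tested miRNAs in liver APAP, 22 of 29 tested miRNAs in plasma APAP, 2 of 6 tested miRNAs in urine APAP, 31 of 31 tested miRNAs in liver CCl4, 22 of 28 tested miRNAs in plasma CCl4 and 3 of 6 tested miRNAs in urine CCl4. At a log2 change of 1 it recovered 33 of 37 in kidney cisplatin, 17 of 24 in plasma cisplatin, 6 of 12 in urine cisplatin, 8 of 32 in plasma APAP, 1 of 3 in urine APAP, 5 of 35 in plasma CCl4 and 4 of 5 in urine CCl4. At a log2 change of 4 it recovered 45 of 45 in kidney cisplatin, 40 of 40 in plasma cisplatin, 19 of 19 in urine cisplatin, 33 of 33 in liver APAP, 37 of 37 in plasma APAP, 14 of 15 in urine APAP, 34 of 34 in liver CCl4, 28 of 29 in plasma CCl4 and 12 of 12 in urine CCl4. More miRNAs were called in each simulated comparison than in the real one, which loosens the adjusted threshold. These recovered shares can therefore overstate recovery in the real data. No changed miRNA was called in the wrong direction, none was called in data with no change, and 0 to 5 unchanged miRNAs were called per comparison. The 5 were among 119 calls in kidney cisplatin and among 30 calls in urine cisplatin. In data with no change, the unadjusted p from edgeR was under 0.05 for 9.7% of the miRNAs in urine cisplatin and 9.5% in urine APAP. In the other comparisons this was 3.3% to 7.7%. For the difference between the 2 plasma responses, 18 of 54 miRNAs with a log2 difference of 2 and 42 of 46 with 4 were recovered, and for the vehicle groups in plasma 36 of 42 and 40 of 40.

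The replicate numbers were checked for pairing by the correlation of the residual levels of a vehicle and a treated library with the same number. In the kidney these correlations ran from 0.22 to 0.35 and all 6 libraries were closest to their own number. In the other comparisons they ran from -0.34 to 0.55 and 0 to 3 of 6 libraries were closest to their own number, so the replicate number was used as a block only as an alternative.

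The alternatives set before the data were examined were DESeq2 1.42.0 without a fold change prior, with it, and with it over all 54 libraries, RLE and total-count scaling, no filter on low counts and a mean count of at least 10, all libraries of a sample type in 1 fit, the replicate number as a block, 1 row per mature miRNA (rows with a copy suffix left out), counts thinned to equal depth, the log2 fold threshold, the adjusted p, other pseudocounts, each vehicle liver group alone, a minimum number of reads, and each library left out in turn. The DESeq2 fit over all 54 libraries takes its size factors from miRNAs with reads in every library. Urine APAP replicate 1 had reads of 46 miRNAs, so plasma and tissue in that fit are scaled on 46 miRNAs at most. The alternatives chosen after seeing the data were the sequencing lane as a term, plasma without the APAP replicate and the methylcellulose replicate that stand apart, DESeq2 with a fold change prior and no filter on low counts, and urine methylcellulose replicates 1 and 2 as 1 sample. No formal test for outliers was applied within groups of 3 rats, and the 2 plasma libraries left out in an alternative were chosen for their composition and depth after the data were seen. The measurements of the TaqMan card, the histology and the clinical chemistry of the paper were not analysed here.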

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

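The tests in this part were written before their results were seen, apart from the values with urine methylcellulose replicates 1 and 2 as 1 sample, with the lane as a term and without 2 plasma libraries, and the comparison of the red blood cell list with the miRNAs called higher, which were chosen after seeing the data.

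miR-148a-3p, which is abundant in liver, differed between the urine responses to APAP and CCl4 by 3.34 on the log2 scale (standard error 0.80, adjusted p = 0.0368 from edgeR). It was the 1 call among 22 miRNAs tested, and neither toxicant's own comparison called it. Its reads were 6, 4 and 10 with methylcellulose and 2, 17 and 15 with APAP, and 8, 7 and 11 with corn oil and 0, 2 and 1 with CCl4. After APAP the log2 fold change was 0.45 (adjusted p = 0.621), and after CCl4 it was not tested. The difference was not called with DESeq2, with no filter on low counts, with replicate blocks, with 1 row per mature miRNA or without any 1 of the 12 libraries, nor with urine methylcellulose replicates 1 and 2 as 1 sample. Of 100 splits that exchange the toxicant labels, 3 gave a count as large as the real 1, the real one included, and the highest of the others was 1, a share under 0.05 for that count taken alone, which is 1 of several counts so tested. None of the alternatives named above kept the call.

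miR-676, a miRNA the paper does not discuss, had log2 fold changes in liver of 0.31 (adjusted p = 0.723) after APAP and -0.73 after CCl4, which did not pass either (unadjusted p = 0.00542 from edgeR). All 3 APAP livers lay above their vehicle and all 3 CCl4 livers below theirs. The test of the difference gave 1.04 (standard error 0.30, adjusted p = 0.24 from edgeR). It was the 1 such miRNA of 246 tested in liver after both toxicants, against 0 of 215 in plasma and 0 of 19 in urine. Groups separate by chance for 10% of the miRNAs in each comparison, so 1 of 246 is no more than chance can give.

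The text of the paper takes up the elevated miRNAs of plasma and urine, and not those that fell, of which the paper's Table S1 lists 7 in plasma and 8 in urine after cisplatin and 39 in plasma after APAP. It also lists 25 in plasma and 10 in urine after CCl4 and 3 in urine after APAP. At the paper's thresholds 10, 1 and 2 were lower in these comparisons with edgeR, and at an adjusted p under 0.05 it called 0 lower. At that adjusted p, 5 were lower in plasma after cisplatin, among them miR-451-5p and miR-144-3p of red blood cells. Another 5 were lower in cisplatin urine, among them miR-141-3p. In APAP plasma 12 were lower, among them members of the let-7 family and miR-223-5p. At the paper's thresholds the numbers lower were 13 in cisplatin plasma, 10 in cisplatin urine and 21 in APAP plasma. These are falls relative to the other miRNAs of the library. With the lane as a term 4 were lower in plasma and 3 in urine after cisplatin. With total counts 49 were lower in APAP plasma, and without the 2 plasma libraries that stand apart 18.

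The rise of many miRNAs in APAP plasma was weighed first. Without methylcellulose replicate 3, the shallowest library, 44 miRNAs were higher in place of 49, which argues against that library as the source. At equal depth the 20 tested miRNAs among those higher had a median log2 fold change of 2.45, against 2.57 for the same miRNAs at full depth. Thinning draws reads at random and keeps the expected share of each miRNA, so for miRNAs with many reads these medians were bound to be close. The comparison therefore does not decide on the depth difference for those 20. The rest of the 49 had too few reads at that depth to be tested, so the depth difference stays open. The red blood cell list lay 0.20 above the median of all miRNAs, between the values set beforehand for and against it. Its 7 members had a median of 0.41 (SD 0.61) and ran from -0.72 to 1.10, while the 49 miRNAs called higher had a median of 3.43, so the list lay at -3.02 to them. The 49 were picked for their rise, so a list with no called member lies below their median by selection, and the gap itself decides nothing. What the values show is that none of the 7 members was called higher. That argues against RNA from red blood cells as the source of the whole rise, and a smaller share stays open. The fold change rose with the ratio of liver to plasma level over 227 miRNAs (Spearman rho 0.69), which is consistent with release of liver RNA, a hypothesis tested on the same rats, and miRNAs are not independent replicates. The number of miRNAs higher depends on the scaling, at 26 with total counts, so the share of the rise that comes from composition stays open too.

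In CCl4 plasma the called miRNA, miR-122-5p, had a log2 fold change of 5.68 at equal depth, against 5.96 at full depth. Thinning keeps expected shares here too, so this does not decide whether depth is its source. Over 231 miRNAs the fold change rose with the ratio of liver to plasma level with Spearman rho 0.36, which is consistent with release of liver RNA. The hypothesis rests on the same rats, and miRNAs are not independent replicates.

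Urine held 10 reads of miR-122, all on 1 of the lanes, where they were 0.142% of 7027 urine reads. The other lanes had 0 in 80796 urine reads, where 115.0 would be expected at that rate. Spillover from the liver libraries of that lane would need 5.8% of its urine reads, and other miRNAs abundant in liver had a median ratio of shares of 1.05, between the values set beforehand for and against it, so this stays open. Of 20 such miRNAs 5 had a ratio above 2 and 9 below 1. Release from the APAP-injured liver also stays open (exact 2-sided permutation p = 0.8, n = 3 rats each; 3 against 3 cannot go below 0.1), with 2, 0 and 2 reads after methylcellulose and 0, 5 and 1 after APAP.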

How the results depend on the processing

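Of the alternatives, DESeq2 with a fold change prior and no filter on low counts, the lane as a term, plasma without the 2 libraries that stand apart and the urine methylcellulose replicates as 1 sample were chosen after seeing the data. Of the values of called miRNAs under the alternatives, 992 kept their direction and their side of the threshold, 165 kept the direction and fell short of the threshold, and 2 changed sign. For the miRNAs named in the text that were not called, 711 values kept direction and side, 85 passed the threshold and 27 changed sign. For the remaining members named from the lists these numbers were 1922, 34 and 92. Counts of miRNAs beyond 1.5 times the reported count, or under it by that factor, are given for each setting. Except where the setting itself tests fewer or more miRNAs or libraries, the cause was not tested. 

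With DESeq2, the miRNAs that changed numbered 4 (liver CCl4) and 11 (plasma CCl4), the elevated miRNAs numbered 9 (urine cisplatin), 0 (urine APAP) and 2 (urine CCl4), and the miRNAs that differed between the APAP and CCl4 responses numbered 8 (plasma), 1 (liver) and 0 (urine). With DESeq2 and a fold change prior, the miRNAs that changed numbered 4 (liver CCl4) and 11 (plasma CCl4), and the elevated miRNAs numbered 4 (kidney cisplatin), 9 (urine cisplatin), 5 (liver APAP), 0 (urine APAP), 3 (liver CCl4) and 2 (urine CCl4). With that prior and no filter on low counts, chosen after seeing the data, the miRNAs that changed numbered 11 (urine cisplatin), 5 (liver APAP), 4 (liver CCl4) and 8 (plasma CCl4), and the elevated miRNAs numbered 4 (kidney cisplatin), 10 (urine cisplatin), 5 (liver APAP), 0 (urine APAP), 3 (liver CCl4) and 2 (urine CCl4). With the prior fitted over all 54 libraries, the miRNAs that changed numbered 1 (kidney cisplatin), 5 (plasma cisplatin), 10 (urine cisplatin), 1 (liver APAP), 168 (plasma APAP), 1 (urine APAP), 2 (liver CCl4) and 36 (plasma CCl4), the elevated miRNAs numbered 4 (kidney cisplatin), 6 (plasma cisplatin), 2 (urine cisplatin), 30 (plasma APAP), 4 (urine APAP), 4 (liver CCl4), 16 (plasma CCl4) and 4 (urine CCl4), and the log2 fold changes turned to -0.11 (plasma cisplatin rno-miR-31a-5p), -0.12 (plasma APAP rno-miR-155-5p), -1.37 (plasma APAP rno-miR-320-3p), -0.20 (plasma APAP rno-miR-31a-5p), -0.47 (plasma APAP rno-miR-144-5p), -0.19 (plasma APAP rno-miR-34a-5p), -0.068 (plasma APAP rno-miR-29a-3p) and -0.056 (plasma APAP rno-miR-21-5p). With RLE scaling in edgeR, the elevated miRNAs numbered 8 (urine cisplatin) and 2 (urine CCl4). With the adjusted p in place of the unadjusted p at the fold threshold, the elevated miRNAs numbered 4 (kidney cisplatin), 4 (plasma cisplatin), 1 (urine cisplatin), 7 (liver APAP), 0 (urine APAP), 3 (liver CCl4), 1 (plasma CCl4) and 0 (urine CCl4), and the plasma stem–loops elevated by both toxicants numbered 1. With edgeR fitted to all libraries of the sample type, the miRNAs that changed numbered 5 (plasma cisplatin), 3 (urine cisplatin) and 9 (plasma CCl4), and the elevated miRNAs numbered 7 (plasma cisplatin), 2 (urine cisplatin), 2 (urine APAP) and 0 (urine CCl4). With the corn oil livers alone, the log2 liver to kidney ratio of miR-320-5p came to 2.22. At equal depth, the miRNAs that changed numbered 26 (plasma APAP) and 4 (liver CCl4), the elevated miRNAs numbered 2 (urine cisplatin), 7 (liver APAP), 23 (plasma APAP), 0 (urine APAP) and 6 (plasma CCl4), the log2 fold changes turned to -0.16 (plasma APAP rno-miR-320-3p), and the plasma stem–loops elevated by both toxicants numbered 4. With the sequencing lane as a term, chosen after seeing the data, the miRNAs that changed numbered 4 (plasma cisplatin) and 2 (liver CCl4), the elevated miRNAs numbered 7 (plasma cisplatin), 2 (urine cisplatin) and 4 (liver CCl4), and the log2 fold changes turned to -0.57 (plasma cisplatin rno-miR-31a-5p). With the fold threshold read on the log2 scale, the elevated miRNAs numbered 1 (kidney cisplatin), 4 (plasma cisplatin), 2 (urine cisplatin), 2 (liver APAP), 3 (liver CCl4) and 0 (urine CCl4). With a mean count of at least 10, the miRNAs that changed numbered 3 (liver CCl4), and the elevated miRNAs numbered 7 (urine cisplatin), 2 (urine APAP) and 17 (liver CCl4). With urine methylcellulose replicates 1 and 2 as 1 sample, chosen after seeing the data, the miRNAs that differed between the APAP and CCl4 responses numbered 0 (urine). With no filter on low counts, the miRNAs that changed numbered 1 (urine APAP) and 13 (plasma CCl4), the elevated miRNAs numbered 17 (kidney cisplatin), 32 (plasma cisplatin), 23 (urine cisplatin), 2 (urine APAP), 28 (liver CCl4), 26 (plasma CCl4) and 2 (urine CCl4), the log2 fold changes turned to -0.063 (plasma APAP rno-miR-320-3p), the miRNAs that differed between the APAP and CCl4 responses numbered 9 (plasma), 3 (liver) and 0 (urine), the miRNAs that differed between vehicle groups numbered 1 (plasma), 1 (urine) and 2 (liver), and the plasma stem–loops elevated by both toxicants numbered 15. With 1 row per mature miRNA, the miRNAs that changed numbered 4 (liver CCl4), the elevated miRNAs numbered 7 (urine cisplatin), and the miRNAs that differed between the APAP and CCl4 responses numbered 0 (urine). At a pseudocount of 2 CPM, the miR-802-3p less miR-122 after CCl4 (log2) came to -0.92 in place of 0.89, both set by the pseudocount, since the corn oil libraries held 0 reads of miR-802-3p. With replicate numbers as blocks, the miRNAs that changed numbered 10 (kidney cisplatin), 11 (urine cisplatin), 3 (liver APAP), 3 (liver CCl4) and 5 (plasma CCl4), the elevated miRNAs numbered 14 (kidney cisplatin), 0 (urine APAP) and 17 (plasma CCl4), the log2 fold changes turned to 0.020 (plasma APAP rno-miR-223-3p), the miRNAs that differed between the APAP and CCl4 responses numbered 0 (urine), and the plasma stem–loops elevated by both toxicants numbered 13. With scaling by total counts, the miRNAs that changed numbered 1 (urine APAP), the elevated miRNAs numbered 8 (plasma cisplatin), 30 (plasma APAP) and 22 (liver CCl4), the log2 fold changes turned to -0.10 (plasma cisplatin rno-miR-31a-5p), -0.93 (plasma APAP rno-miR-320-3p) and -0.023 (plasma APAP rno-miR-144-5p), and the miRNAs that differed between the APAP and CCl4 responses numbered 1 (liver).

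Leaving out each library in turn, the number of miRNAs that changed ran from 3 to 8 (kidney cisplatin, 6 with all), 6 to 33 (plasma cisplatin, 9 with all), 2 to 11 (urine cisplatin, 6 with all), 5 to 9 (liver APAP, 8 with all), 4 to 9 (liver CCl4, 7 with all), 0 to 14 (plasma CCl4, 1 with all) and 0 to 2 (urine CCl4, 0 with all). Leaving out each library in turn, the number of elevated miRNAs ran from 9 to 34 (plasma cisplatin, 18 with all), 4 to 12 (urine cisplatin, 4 with all), 0 to 2 (urine APAP, 1 with all), 6 to 22 (liver CCl4, 10 with all), 4 to 24 (plasma CCl4, 10 with all) and 0 to 2 (urine CCl4, 1 with all). Over the same exclusions, the plasma miRNAs differing in response ran from 0 to 8 (0 with all), the liver miRNAs differing in response ran from 0 to 2 (0 with all), the urine miRNAs differing in response ran from 0 to 0 (1 with all) and the liver miRNAs differing between vehicle groups ran from 0 to 2 (0 with all). Over the same exclusions, the plasma stem–loops elevated by both toxicants ran from 3 to 15 (8 with all). The log2 fold changes that changed sign without 1 library ran over these exclusions as follows: plasma cisplatin miR-31a-5p from -0.12 to 0.52, plasma cisplatin miR-122-5p from -0.21 to 0.59, urine cisplatin miR-200b-3p from -1.55 to 0.090, plasma APAP miR-320-3p from -0.21 to 0.30, plasma APAP miR-223-3p from -0.69 to 0.11, urine APAP miR-182 from -1.06 to 0.024, plasma CCl4 miR-223-3p from -0.0061 to 1.17 and urine CCl4 miR-10b-5p from -0.055 to 1.13. In urine 43 miRNAs could be tested after cisplatin and 20 after each of APAP and CCl4. The lane could be fitted only in the 3 comparisons with 2 lanes, and the fit then rests on treated replicate 1.

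The named miRNAs called here and not in every alternative kept their call in this number of alternatives: kidney cisplatin miR-146b-5p 16 of 17, kidney cisplatin miR-34c-5p 11 of 17, kidney cisplatin miR-21-5p 13 of 17, kidney cisplatin miR-144-3p 11 of 17, kidney cisplatin miR-451-5p 16 of 17, plasma cisplatin miR-34c-5p 18 of 19, plasma cisplatin miR-34a-5p 4 of 19, plasma cisplatin miR-144-5p 18 of 19, plasma cisplatin miR-451-5p 17 of 19, urine cisplatin miR-378a-3p 18 of 19, urine cisplatin miR-148a-3p 17 of 18, urine cisplatin miR-23b-3p 14 of 16, urine cisplatin miR-3473 15 of 19, urine cisplatin miR-27b-3p 13 of 18, liver APAP miR-146b-5p 17 of 18, liver APAP miR-223-3p 17 of 18, liver APAP miR-92a-1-5p 16 of 18, liver APAP miR-21-3p 16 of 18, liver APAP miR-322-5p 7 of 18, liver APAP miR-3559-3p 12 of 18, plasma APAP miR-676 16 of 18, plasma APAP let-7d-3p 15 of 19, plasma APAP miR-181d-5p 15 of 19, plasma APAP miR-128-3p_2 17 of 18, plasma APAP let-7d-5p 16 of 19, plasma APAP miR-29c-3p 16 of 18, plasma APAP miR-29a-3p 12 of 19, plasma APAP miR-21-5p 15 of 19, liver CCl4 miR-155-5p 17 of 18, liver CCl4 miR-223-3p 17 of 18, liver CCl4 miR-10a-5p 9 of 19, liver CCl4 let-7f-5p_2 3 of 18, plasma CCl4 miR-122-5p 17 of 18, plasma cisplatin miR-128-3p 12 of 19, plasma cisplatin miR-128-3p_2 11 of 18, liver CCl4 miR-879-5p 8 of 17 and liver CCl4 let-7f-5p 3 of 19. The named miRNAs not called here passed, in either direction, in this number of alternatives, where any did: plasma cisplatin miR-429 1 of 19, plasma cisplatin miR-191a-5p 2 of 19, plasma cisplatin miR-375-3p 7 of 19, urine cisplatin miR-192-5p 14 of 19, urine cisplatin miR-200b-3p 1 of 13, plasma APAP miR-320-3p 1 of 19, plasma APAP miR-31a-5p 2 of 18, plasma APAP miR-223-3p 1 of 19, plasma APAP miR-144-5p 1 of 18, plasma APAP miR-34a-5p 1 of 18, urine APAP miR-320-5p 3 of 15, plasma CCl4 miR-192-5p 7 of 18, plasma CCl4 miR-802-5p 2 of 17, plasma CCl4 miR-122-3p 10 of 18, plasma CCl4 miR-182 6 of 18, plasma CCl4 miR-193a-3p 7 of 17, plasma CCl4 miR-194-5p_2 2 of 16, plasma CCl4 miR-133a-3p 7 of 18, urine CCl4 miR-3473 1 of 18, urine CCl4 miR-320-5p 1 of 18, urine cisplatin miR-26b-5p 4 of 15 and urine cisplatin miR-22-3p 5 of 19.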

Differences from the paper's values

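The DESeq2 setting with a fold change prior and no filter on low counts, the lane as a term and the exclusion of 2 plasma libraries were chosen only after the values were seen. The other alternatives below were set before the data were examined. A value counts as within the paper's where it differs from it by no more than 1.5 times or by no more than the replicate SD. A fold against vehicle libraries that all have 0 reads is a lower bound, computed against 3 counts over the group, and differs only if it is over 1.5 times the paper value. The paper's values come from DESeq2, whose version, prior and filter it does not state, and the values here from edgeR, with DESeq2 among the alternatives. The counts here are at a linear fold change of at least 1.5 and an unadjusted p under 0.05. The paper's text gives that fold threshold on the log2 scale, which is among the alternatives, and does not say whether p was adjusted.

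Kidney after cisplatin had 10 stem–loops altered here, and the paper's number is 5. The kidney after cisplatin count came within the paper's with DESeq2 with a fold change prior (6), the prior over all 54 libraries (5) and the adjusted p (6), and not with the other 15 alternatives, at 2 to 24. The kidney after cisplatin count was 6 with DESeq2 with a fold change prior and no filter on low counts, a setting chosen after seeing the values that drops 0 of the 3 miRNAs the paper lists as elevated. Liver after APAP had 14 stem–loops altered here, and the paper's number is 5. The liver after APAP count came within the paper's with DESeq2 with a fold change prior (6), equal depth (7) and the adjusted p (7), and not with the other 16 alternatives, at 2 to 24. The liver after APAP count was 6 with DESeq2 with a fold change prior and no filter on low counts, a setting chosen after seeing the values that drops 0 of the 5 miRNAs the paper lists as elevated. Urine after APAP had 1 stem–loops elevated here, and the paper's number is 6. The urine after APAP count came within the paper's with the prior over all 54 libraries (4), and not with the other 18 alternatives, at 0 to 2. Liver after CCl4 had 22 stem–loops altered here, and the paper's number is 5. The liver after CCl4 count came within the paper's with the prior over all 54 libraries (6), a log2 fold threshold (4) and the adjusted p (4), and not with the other 16 alternatives, at 3 to 39. The liver after CCl4 count was 6 with the lane as a term, a setting chosen after seeing the values that drops 1 of the 4 miRNAs the paper lists as elevated. Plasma after CCl4 had 8 stem–loops elevated here, and the paper's number is 20. The plasma after CCl4 count came within the paper's with no filter on low counts (19) and corn oil replicate 1 left out (19), and not with the other 17 alternatives, at 1 to 13. Urine after CCl4 had 1 stem–loops elevated here, and the paper's number is 6. The urine after CCl4 count came within the paper's with the prior over all 54 libraries (4), and not with the other 18 alternatives, at 0 to 2. Plasma after APAP and CCl4 had 8 stem–loops elevated by both toxicants here, and the paper's number is 17. The plasma after APAP and CCl4 count came within the paper's with no filter on low counts (15), replicate blocks (13) and corn oil replicate 1 left out (15), and not with the other 22 alternatives, at 1 to 11. Plasma after APAP and CCl4 had 9 mature miRNAs elevated by both toxicants here, and the paper's number is 23. The plasma after APAP and CCl4 count came within the paper's with no filter on low counts (20) and corn oil replicate 1 left out (17), and not with the other 23 alternatives, at 1 to 15.

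miR-34a-5p in kidney after cisplatin was 5.27-fold its vehicle level here, and the paper's value is 2.362-fold. miR-34a-5p came within the paper's with DESeq2 with a fold change prior (2.77), and not with the other 15 alternatives, at 4.63 to 5.61. miR-34a-5p was 2.73 with DESeq2 with a fold change prior and no filter on low counts, a setting chosen after seeing the values that drops 0 of the 3 miRNAs the paper lists as elevated. miR-155-5p in liver after APAP was 5.25-fold its vehicle level here, and the paper's value is 1.6633-fold. miR-155-5p came within the paper's with DESeq2 with a fold change prior (2.47), and not with the other 16 alternatives, at 3.99 to 6.34. miR-155-5p was 2.28 with DESeq2 with a fold change prior and no filter on low counts, a setting chosen after seeing the values that drops 0 of the 5 miRNAs the paper lists as elevated. miR-223-3p in liver after APAP was 2.70-fold its vehicle level here, and the paper's value is 1.6157-fold. miR-223-3p came within the paper's with DESeq2 with a fold change prior (1.90), and not with the other 16 alternatives, at 2.45 to 2.96. miR-223-3p was 1.80 with DESeq2 with a fold change prior and no filter on low counts, a setting chosen after seeing the values that drops 0 of the 5 miRNAs the paper lists as elevated. miR-146b-5p in liver after APAP was 2.61-fold its vehicle level here, and the paper's value is 1.5617-fold. miR-146b-5p came within the paper's with DESeq2 with a fold change prior (2.09), methylcellulose replicate 1 left out (2.33) and APAP replicate 1 left out (2.28), and not with the other 14 alternatives, at 2.45 to 2.93. miR-146b-5p was 2.07 with DESeq2 with a fold change prior and no filter on low counts, a setting chosen after seeing the values that drops 0 of the 5 miRNAs the paper lists as elevated. miR-122-5p in plasma after APAP was 230.1-fold its vehicle level here, and the paper's value is 100.258-fold. miR-122-5p came within the paper's with DESeq2 with a fold change prior (125.0), total counts (91.2) and methylcellulose replicate 1 left out (91.9), and not with the other 12 alternatives, at 61.7 to 310.5. With equal depth the vehicle libraries had 0 reads of miR-122-5p, which was at least 72.6-fold higher, a bound that does not conflict with the paper's value. With methylcellulose replicate 2 left out the vehicle libraries had 0 reads of miR-122-5p, which was at least 370.9-fold higher, a bound that lies over 1.5 times the paper's value. miR-122-5p was 121.6 with DESeq2 with a fold change prior and no filter on low counts, a setting chosen after seeing the values that drops 35 of the 106 miRNAs the paper lists as elevated. miR-122-5p was 139.6 with the 2 libraries that stand apart left out, a setting chosen after seeing the values that drops 55 of the 106 miRNAs the paper lists as elevated. miR-192-5p in plasma after APAP was 106.0-fold its vehicle level here, and the paper's value is 61.4068-fold. miR-192-5p came within the paper's with DESeq2 with a fold change prior (91.1), no filter on low counts (77.1), replicate blocks (79.8), 1 row per mature miRNA (98.1), equal depth (86.4), methylcellulose replicate 1 left out (60.8), methylcellulose replicate 2 left out (89.8), methylcellulose replicate 3 left out (79.8) and APAP replicate 1 left out (49.1), and not with the other 8 alternatives, at 26.8 to 135.6. miR-192-5p was 91.0 with DESeq2 with a fold change prior and no filter on low counts, a setting chosen after seeing the values that drops 35 of the 106 miRNAs the paper lists as elevated. miR-192-5p was 47.0 with the 2 libraries that stand apart left out, a setting chosen after seeing the values that drops 55 of the 106 miRNAs the paper lists as elevated. miR-802-5p in plasma after APAP was 98.2-fold its vehicle level here, and the paper's value is 54.0859-fold. miR-802-5p came within the paper's with DESeq2 with a fold change prior (77.7), no filter on low counts (69.3), methylcellulose replicate 1 left out (37.1), methylcellulose replicate 3 left out (67.5) and APAP replicate 1 left out (56.4), and not with the other 10 alternatives, at 22.9 to 124.2. With methylcellulose replicate 2 left out the vehicle libraries had 0 reads of miR-802-5p, which was at least 63.4-fold higher, a bound that does not conflict with the paper's value. miR-802-5p was 75.9 with DESeq2 with a fold change prior and no filter on low counts, a setting chosen after seeing the values that drops 35 of the 106 miRNAs the paper lists as elevated. miR-802-5p was 48.9 with the 2 libraries that stand apart left out, a setting chosen after seeing the values that drops 55 of the 106 miRNAs the paper lists as elevated. miR-146b-5p in liver after CCl4 was 6.34-fold its vehicle level here, and the paper's value is 4.178-fold. miR-146b-5p came within the paper's with DESeq2 with a fold change prior (4.57), replicate blocks (6.17), corn oil replicate 2 left out (6.18) and CCl4 replicate 2 left out (5.72), and not with the other 13 alternatives, at 6.32 to 7.22. miR-146b-5p was 4.49 with DESeq2 with a fold change prior and no filter on low counts, a setting chosen after seeing the values that drops 1 of the 4 miRNAs the paper lists as elevated. miR-155-5p in liver after CCl4 was 4.18-fold its vehicle level here, and the paper's value is 2.2958-fold. miR-155-5p came within the paper's with DESeq2 with a fold change prior (2.52) and CCl4 replicate 2 left out (3.28), and not with the other 15 alternatives, at 3.97 to 4.81. miR-155-5p was 2.48 with DESeq2 with a fold change prior and no filter on low counts, a setting chosen after seeing the values that drops 1 of the 4 miRNAs the paper lists as elevated. miR-155-5p was 3.31 with the lane as a term, a setting chosen after seeing the values that drops 1 of the 4 miRNAs the paper lists as elevated. miR-122-5p in plasma after CCl4 was 62.4-fold its vehicle level here, and the paper's value is 27.0931-fold. miR-122-5p came within the paper's with DESeq2 with a fold change prior (21.6), the prior over all 54 libraries (35.4) and CCl4 replicate 1 left out (33.2), and not with the other 14 alternatives, at 51.2 to 87.4. miR-122-5p was 25.7 with DESeq2 with a fold change prior and no filter on low counts, a setting chosen after seeing the values that drops 13 of the 27 miRNAs the paper lists as elevated. miR-122-3p in plasma after CCl4 was 28.9-fold its vehicle level here, and the paper's value is 14.812-fold. miR-122-3p came within the paper's with DESeq2 with a fold change prior (10.3), the prior over all 54 libraries (18.5), corn oil replicate 1 left out (16.3) and CCl4 replicate 1 left out (13.9), and not with the other 13 alternatives, at 23.9 to 74.7. miR-122-3p was 11.7 with DESeq2 with a fold change prior and no filter on low counts, a setting chosen after seeing the values that drops 13 of the 27 miRNAs the paper lists as elevated. miR-802-5p in plasma after CCl4 was 9.29-fold its vehicle level here, and the paper's value is 6.1467-fold. miR-802-5p came within the paper's with DESeq2 (8.44), DESeq2 with a fold change prior (4.22), the prior over all 54 libraries (5.76), RLE scaling (8.82), total counts (7.87), corn oil replicate 1 left out (6.00) and corn oil replicate 2 left out (7.56), and not with the other 9 alternatives, at 3.15 to 18.8. miR-802-5p was 4.60 with DESeq2 with a fold change prior and no filter on low counts, a setting chosen after seeing the values that drops 13 of the 27 miRNAs the paper lists as elevated.

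miR-140-3p in urine after cisplatin, 3.3893-fold in the paper, had too few reads to be tested here. It came within the paper's with the prior over all 54 libraries (3.08) and a mean count of at least 10 (6.36), and not with no filter on low counts (9.91). miR-140-3p was 3.42-fold with DESeq2 with a fold change prior and no filter on low counts, a setting chosen after seeing the values that drops 2 of the 6 miRNAs the paper lists as elevated. miR-365-3p in plasma after CCl4, 3.5188-fold in the paper, had too few reads to be tested here. It came within the paper's with the prior over all 54 libraries (3.82), and not with no filter on low counts (7.58), a mean count of at least 10 (6.84), all libraries of the sample type (6.54), corn oil replicate 1 left out (5.75), corn oil replicate 2 left out (5.71), corn oil replicate 3 left out (9.21) and CCl4 replicate 3 left out (8.85). miR-365-3p was 3.54-fold with DESeq2 with a fold change prior and no filter on low counts, a setting chosen after seeing the values that drops 13 of the 27 miRNAs the paper lists as elevated.

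The paper's discussion states that miR-155 and miR-223 were elevated in plasma by APAP and CCl4. In APAP plasma miR-155-5p had a log2 fold change of 1.51 (adjusted p = 0.106), miR-223-3p of -0.07 (adjusted p = 0.959) and miR-223-5p of -2.04 (adjusted p = 0.0119) here. In CCl4 plasma miR-155-5p had 1.31 (adjusted p = 0.529) and miR-223-3p 0.51 (adjusted p = 0.871). In liver both rose after both toxicants. In APAP plasma miR-155-5p was elevated at the thresholds of the paper (unadjusted p = 0.0395), as the paper states, and in 6 of 18 alternatives, though not with DESeq2 (0.0626). After CCl4 it was not (0.0827), except without CCl4 replicate 3 (0.0315) and with no filter on low counts (0.0447). miR-223-3p in APAP plasma was at -1.06 with total counts (adjusted p = 0.185) and called lower with the prior over all 54 libraries (-1.55, adjusted p = 0.0435). It was not elevated at these thresholds under any alternative run, and neither was called higher at an adjusted p under 0.05. The paper places miR-31a-5p among the miRNAs elevated in plasma by both liver toxicants. It had 1.51 (adjusted p = 0.157) after APAP and 1.70 (adjusted p = 0.529) after CCl4. With the thresholds of the paper miR-31a was elevated by both with DESeq2 and a fold change prior and with replicate blocks, and also with that prior and no filter on low counts, a setting chosen after seeing the values that drops 35 of the 106 miRNAs the paper lists as elevated in APAP plasma. After APAP it passed the adjusted threshold without methylcellulose replicate 2 (0.0294) or APAP replicate 2 (0.0244), and its adjusted p ran up to 0.974 over the alternatives. The text of the paper and its Table S1 differ in the number of stem–loops elevated in APAP plasma, 74 in the text and 77 in the table, and 53 were elevated here.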

Other observations

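The tests in this part were all set before their results were seen, apart from the lane as a term and the comparison of kidney splits by pairs. The plasma levels of miRNAs of liver origin were read in cisplatin plasma. miR-122-5p had a log2 fold change of -0.11 (standard error 0.53, adjusted p = 0.958) and miR-31a-5p of 0.09 (standard error 0.41, adjusted p = 0.958), both from edgeR and both named after their values were seen. miR-122-5p was at 0.59 without saline replicate 2 and 0.12 without cisplatin replicate 1. miR-31a-5p was at -0.10 without saline replicate 2, -0.09 without saline replicate 3, -0.12 without cisplatin replicate 3, -0.10 with total counts and -0.57 with the lane as a term.

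miR-378a-3p, which rose in cisplatin urine, had log2 fold changes of -0.41 (adjusted p = 0.666) in cisplatin plasma, -0.39 (adjusted p = 0.136) in CCl4 liver and 0.32 (adjusted p = 0.792) in CCl4 urine. In vehicle rats its level in liver was above that in kidney by a log2 ratio of 0.87 (SD 0.17), and that of miR-140-3p by 0.21 (SD 0.13). miR-144-5p of red blood cells had 1.10 (standard error 0.48, adjusted p = 0.106) and miR-34a-5p 1.46 (standard error 0.66, adjusted p = 0.121) in APAP plasma. These values were -0.47 and -0.19 with DESeq2 and a prior over all 54 libraries, and -0.02 and 0.29 with total counts. Each was called in 1 of 18 alternatives, miR-144-5p without APAP replicate 1 (1.07, adjusted p = 0.0351) and miR-34a-5p with replicate blocks (1.88, adjusted p = 0.0381).

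A test of the difference between the liver responses to APAP and CCl4 called 0 of 262 miRNAs with edgeR, with 14 at an unadjusted p under 0.05, and 1 with DESeq2. Between the vehicle groups edgeR called 0 of 220 miRNAs in plasma (2 at an unadjusted p under 0.05), 0 of 20 in urine (1) and 0 of 246 in liver (12).

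Each comparison of 3 rats with 3 allows 10 splits of its 6 libraries, too few for a share under 0.05. The miRNAs that changed in the real split and in the highest other numbered 6 and 1 in kidney cisplatin, 9 and 2 in plasma cisplatin, 6 and 0 in urine cisplatin, 8 and 2 in liver APAP, 61 and 0 in plasma APAP, 0 and 2 in urine APAP, 7 and 1 in liver CCl4, 1 and 0 in plasma CCl4 and 0 and 0 in urine CCl4. With each split counted in its larger direction at the paper's thresholds, the numbers were 9 and 16 in kidney cisplatin, 18 and 23 in plasma cisplatin, 10 and 5 in urine cisplatin, 12 and 7 in liver APAP, 71 and 7 in plasma APAP, 2 and 2 in urine APAP, 13 and 6 in liver CCl4, 10 and 23 in plasma CCl4 and 1 and 0 in urine CCl4. Splits with as many miRNAs changed as the real one, the real one included, numbered 1 in kidney cisplatin, 1 in plasma cisplatin, 1 in urine cisplatin, 1 in liver APAP, 1 in plasma APAP, 10 in urine APAP, 1 in liver CCl4, 1 in plasma CCl4 and 10 in urine CCl4, and at the paper's thresholds 3 in kidney cisplatin, 2 in plasma cisplatin, 1 in urine cisplatin, 1 in liver APAP, 1 in plasma APAP, 4 in urine APAP, 1 in liver CCl4, 5 in plasma CCl4 and 1 in urine CCl4. The highest other split exceeded the real one at the paper's thresholds in kidney and plasma after cisplatin and in plasma after CCl4. Each kidney library was closest to its own replicate number, at correlations of 0.22 to 0.35, and whether the numbers mark real pairs was not tested. The 3 other kidney splits that part all 3 same-number pairs, as the real one does, gave 3, 3 and 2 at the paper's thresholds, against the real 9. The 6 that keep a vehicle and a treated library of 1 number together gave 3 to 16. This comparison was chosen after seeing the data, so it does not set aside the split that reached 16. For the differences between responses in plasma and liver, and between the vehicle groups in plasma, urine and liver, the real count was 0, which every split reaches (100 of 100, and 10 of 10 for the liver vehicle groups), so these splits say nothing about chance. The same holds for the miRNAs changed in urine after APAP and CCl4. The highest counts of other splits were 11 and 2 for the responses, and 15, 2 and 6 for the vehicle groups. The 11 and 15 in plasma are the highest of up to 100 splits, and what sets them was not tested.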
